# Integration of a multi-omics stem cell differentiation dataset using a dynamical model

**DOI:** 10.1371/journal.pgen.1010744

**Published:** 2023-05-11

**Authors:** Patrick R. van den Berg, Noémie M. L. P. Bérenger-Currias, Bogdan Budnik, Nikolai Slavov, Stefan Semrau

## Abstract

Stem cell differentiation is a highly dynamic process involving pervasive changes in gene expression. The large majority of existing studies has characterized differentiation at the level of individual molecular profiles, such as the transcriptome or the proteome. To obtain a more comprehensive view, we measured protein, mRNA and microRNA abundance during retinoic acid-driven differentiation of mouse embryonic stem cells. We found that mRNA and protein abundance are typically only weakly correlated across time. To understand this finding, we developed a hierarchical dynamical model that allowed us to integrate all data sets. This model was able to explain mRNA-protein discordance for most genes and identified instances of potential microRNA-mediated regulation. Overexpression or depletion of microRNAs identified by the model, followed by RNA sequencing and protein quantification, were used to follow up on the predictions of the model. Overall, our study shows how multi-omics integration by a dynamical model could be used to nominate candidate regulators.

## Author summary

Pluripotent stem cells, which can be derived from an adult individual, can be grown indefinitely in a dish and turned into each cell type of the body. These abilities enable applications of stem cells in basic research and regenerative medicine. Differentiation, the conversion into a precisely defined cell type, typically requires complex protocols that often have low efficiency. A better understanding of the molecular mechanisms underlying differentiation could help us improve existing protocols. Here, we studied the differentiation of embryonic stem cells induced by a small molecule (retinoic acid). We measured the abundances of three important classes of biomolecules–micro RNAs, messenger RNAs and proteins–at multiple time points during a 96 h-long differentiation experiment. We observed changes in the abundances of thousands of molecules. To make sense of these measurements we developed a mathematical model that connects the different classes of biomolecules and aims to predict their dynamics. Such models might help us identify new opportuntities to control differentiation at the molecular level. The data set we created, which we provide through an easily accessible web application, will also be a useful resource for other researchers interested in stem cell biology.

## Introduction

Much of the medical potential of pluripotent stem cells is due to their ability to differentiate into all cell types of the adult body [1]. While tremendous progress has been made in guiding cells through successive lineage decisions, the regulatory mechanisms underlying these decisions often remain unknown, especially at the post-transcriptional level. This gap in knowledge hampers the streamlining and acceleration of differentiation protocols.

A common first step towards finding novel gene regulatory relationships is the comprehensive, ideally genome-wide, measurement of gene expression dynamics. A large body of work has focused on charting transcriptome changes during differentiation, most recently down to the single-cell level [2–6]. While highly informative, such studies usually make the implicit assumption that mRNA levels are a good proxy for protein levels, despite widespread discordance observed in several mammalian systems [7–9]. The relationship between mRNA and protein abundance has been studied in various systems at different resolutions and time scales. Originally, mRNA-protein correlation was assessed across the genome (“across-gene correlation”[10]) in cell lines growing in steady state, where population-average abundances were measured with bulk omics methods. In this context, initial estimates claimed that only 40% of protein variability across the genome is explained by mRNA abundance in steady state [11]. Models of the protein to mRNA ratio explained up to two-thirds of the variability, when sequence features—such as the length of the coding sequence or amino acid frequencies—were taken into account [12]. Importantly, discordance between mRNA and protein abundance does not immediately imply specific regulation, as technical noise tends to reduce the observed correlation and conventional correction schemes typically ignore the effect of systematic, correlated errors [13]. In a comparison of relative protein levels across human tissues, about 50% of the variance in protein abundance was ascribed to post-transcriptional regulation [14]. All in all, a significant amount of protein abundance variability across the genome seems to remain unexplained, even if the effect of technical noise is considered.

Bulk measurements in unperturbed, steady state conditions can only reveal across-gene correlations. Single-cell methods or bulk measurements of dynamic systems, on the other hand, reveal fluctuations across cells or time, respectively, which allows us to study mRNA-protein correlation of individual genes (“within-gene correlation”[10]). The variability of mRNA-protein ratios in single-cells was found to be influenced by various factors such as protein half-life [15], as well as phenotypic state or microenvironment [16]. Within-gene mRNA-protein correlation can also be studied by measuring mRNA and protein abundances at the population level across time in a highly dynamic system, such as differentiating stem cells.

For this study, we collected a bulk multi-omics data set of retinoic acid (RA)-driven differentiation of mouse embryonic stem cells (mESCs). Samples taken over a period of 96 h were subjected to: mass spectrometry, bulk RNA-sequencing of nuclear and cytoplasmic fractions, as well as small RNA sequencing to quantify microRNA (miR) abundance. To describe protein dynamics, we refined a birth-death model [17–22] by considering explicitly the cytoplasmic fraction of the mRNA and the influence of certain technical artefacts related to mass spectrometry. In contrast to steady-state models, dynamical models aim to infer kinetic rates for protein synthesis and degradation rather than explain absolute protein levels. Here, we show how such models can in principle be used to nominate candidate regulators of gene expression during stem cell differentiation. By assuming a specific effect of miRs on protein synthesis, we attempted to identify miRs with a potential regulatory function. Finally, we used mimics and inhibitors of several candidate miRs to follow up on the model’s predictions.

## Results

### Pervasive discordance between mRNA and protein in retinoic acid-driven mESC differentiation

We used RA differentiation of mESCs as a generic model for *in vitro* differentiation. Previously, we characterized this differentiation assay in detail at the transcriptional level by single-cell RNA-seq [2] and showed that RA exposure induces a bifurcation into extraembryonic endoderm-like and ectoderm-like cells. Here, we collected RNA and protein samples during an RA differentiation time course (Fig 1A). For each time point, we quantified poly(A) RNA by RNA-seq and protein expression by tandem mass tag (TMT) labeling followed by tandem mass spectrometry (MS/MS). 

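Total RNA libraries (stranded mRNA kit) were made from E14 mouse embryonic stem cells (mESCs) before the addition of RA (0 h) and at 7 times of exposure to 0.25 µM RA, the first after 6 h and the last after 96 h. The 14 libraries of unsorted cells used here come from 3 differentiation runs. Run 1 gave 1 library at every time point except 12 h, run 2 gave 1 library at 0 h and 1 at 96 h, and run 3 gave 1 library each at 0, 12, 24, 36 and 48 h. The 9 libraries of runs 1 and 2 were read from a single end and hold 29362017 to 36364330 counts (median 33177358). The 5 libraries of run 3 were read from both ends and hold 12653980 to 13692847 counts (median 12860756). The authors estimated expected counts per gene with RSEM, after alignment with Bowtie2 for runs 1 and 2 and with STAR for run 3, on the mm10 mouse genome. Expected counts were rounded to whole numbers here, and the 45191 gene identifiers listed for every library were used. Genes with a mean count above 10 over the fitted libraries were tested with edgeR's quasi-likelihood test after TMM normalization, at an adjusted p under 0.05. The comparison of 96 h with 0 h uses the 2 libraries at each of these times from runs 1 and 2, which were sequenced in the same way. The libraries of run 1 at 36 h and 48 h were nearly equal. The median gene's squared difference between them was 1.22 times the sampling noise, against 8.95 times for the next closest of the 91 pairs of total RNA libraries and 11.0 times for 36 h against 48 h in run 3. They are kept here under the time points of their labels. Protein measurements are not analysed here.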

In total, we obtained RNA and protein abundance estimates for 6271 genes (S1A–S1E Fig) at 8 time points in duplicate. After correction for batch effects due to separate sequencing runs (S1F Fig), we achieved highly similar results for the two biological replicates. 

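Between 0 h and 96 h of RA exposure, mRNAs of naive pluripotency fell and mRNAs of extraembryonic endoderm (XEN) rose. Pou5f1, which encodes the pluripotency factor OCT4, fell from 41826 ± 1888 to 1593 ± 1146 normalized counts (SD, n = 2 libraries at each time; log2 fold change -4.71, standard error 0.62, adjusted p = 0.0055 from edgeR). Gata6, a transcription factor of primitive endoderm, rose from 17.1 ± 2.71 to 11435 ± 1803 normalized counts (log2 fold change 9.37, standard error 0.37, adjusted p = 8.2e-04 from edgeR). Cyp26a1, which encodes an RA-degrading enzyme, rose from 10.2 ± 2.47 to 10547 ± 1231 (log2 fold change 10.00, standard error 0.38). Of 23 tested genes of XEN cells and primitive endoderm, 22 rose and none fell (23 rose when adjusted over the list alone), with a median log2 fold change of 7.58. They include the receptor gene Pdgfra (9.17), the transcription factor gene Gata4 (8.43) and the endocytic receptor gene Cubn, which rose from 6.94 ± 3.66 to 20752 ± 6821 normalized counts (11.52). Of 16 genes of naive pluripotency, 14 fell and none rose (15 fell when adjusted over the list alone or with the run as a block), with a median of -5.41. Tfcp2l1 (-5.22), Zfp42 (-4.34), Prdm14 (-7.08) and Klf2 (-5.59), all parts of the pluripotency network, had the lowest p of them.
Of 17 genes of neuroectoderm, 10 rose and none fell (14 rose and 1 fell when adjusted over the list alone, 12 rose and 2 fell with the run as a block), with a median of 3.52. Prtg (3.52), Zic1 (6.02) and Sox11 (3.80) were among those that rose. Of 14 genes of the RA response, 6 rose and 1 fell (6 and 1 also when adjusted over the list alone), with a median of 1.13. Stra6 (7.00), which encodes a retinol-binding protein receptor, and the homeobox gene Meis1 (6.15) rose, while the homeobox gene Cdx1 fell (-9.40). Of 25 genes of secreted and membrane proteins made at the endoplasmic reticulum (ER), 16 rose and 2 fell (17 and 2 when adjusted over the list alone, 19 and 2 with the run as a block), with a median of 1.59. The basement membrane genes Col4a1 (11.55), Col4a2 (11.24), Lamb1 (9.84) and Lama1 (7.58), which the XEN list also holds, rose most among these. Markers of fibroblasts, the cells of a feeder layer, rose as well, 5 of 7 with none falling (median 5.59, or 5.25 with genes at 0 counts taken at their bound). Among them, Acta2, a smooth muscle actin gene, went from 1.62 to 2715 normalized counts. In all, 2585 of 15777 genes rose and 2098 fell, and with the run as a block 3838 rose and 3624 fell. Other large rises past the test were in Pth1r, a parathyroid hormone receptor gene (12.22, standard error 0.58), in Ugt2b34, which went from 0.529 to 3028 normalized counts, in Vcam1, which went from 0.544 to 2455, and in S100g (at least 523-fold), Slc28a2 (at least 449-fold), Tfec (at least 230-fold), Serpinb9e (at least 211-fold) and Rfx6 (at least 190-fold), which had 0 counts at 0 h. The cytokine gene Osm fell at least 485-fold, from 685 ± 364 normalized counts to 0, and Aurkc (at least 209-fold), Htr5a (at least 207-fold), Gm14300 (at least 205-fold), Cd180 (at least 170-fold), Xlr5c (at least 154-fold), Srarp (at least 138-fold), Serpinb1b (at least 129-fold) and Cyp2c70 (at least 110-fold) also ended at 0. Bounds are taken against a floor of 3 counts over the group.
As sets, tested with camera at a preset correlation of 0.01, the genes of XEN (adjusted p = 9.2e-48), naive pluripotency (2.2e-14), ER-made proteins (1.8e-10), fibroblasts (0.0012), the RA response (0.0013) and neuroectoderm (0.0016) differed from the other genes. No set passed with an estimated correlation, with an adjusted p = 0.093 for XEN, 0.376 for naive pluripotency and ER-made proteins, 0.671 for fibroblasts and the RA response and 0.853 for neuroectoderm. The estimated correlation was -0.014 for XEN, below the preset one, and above it for the other sets named. For XEN the unadjusted p from camera still went from 3.7e-49 to 0.0037, so that correlation between genes is not the cause. With so few libraries this setting has little power, and it does not decide on the sets. Without the 96 h library of run 1, 1617 genes rose and 902 fell, and without that of run 2, 1551 rose and 1180 fell.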

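In runs 1 and 3, Pou5f1 and Esrrb went down and Cyp26a1 went up between 0 h and 36 h, by different amounts at the times between and after, and endoderm genes differed in level. At 0 h and 36 h, Pou5f1 was at 1514 and 293 CPM (counts scaled to a common library size) in run 1 and at 1139 and 335 in run 3, with 1 library per run and time. Esrrb, a pluripotency factor gene, went from 566 to 33.9 in run 1 and from 860.1 to 40.7 in run 3. Cyp26a1 went from 0.42 to 259.6 in run 1 and from 0 to 272 in run 3. At 24 h, Pou5f1 was at 1306 in run 1 and 820.0 in run 3 and Cyp26a1 at 75.4 and 233, and at 48 h Pou5f1 was at 276 and 95.5. At 36 h, Gata6 was at 74.0 CPM in run 1 and 9.31 in run 3, and Sox17, an endoderm transcription factor gene, at 39.5 and 2.73. Tnfrsf22, which encodes a decoy receptor of the TNF family, was at 777 in run 1 and 42.5 in run 3 at this time.

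**Figure D1:**
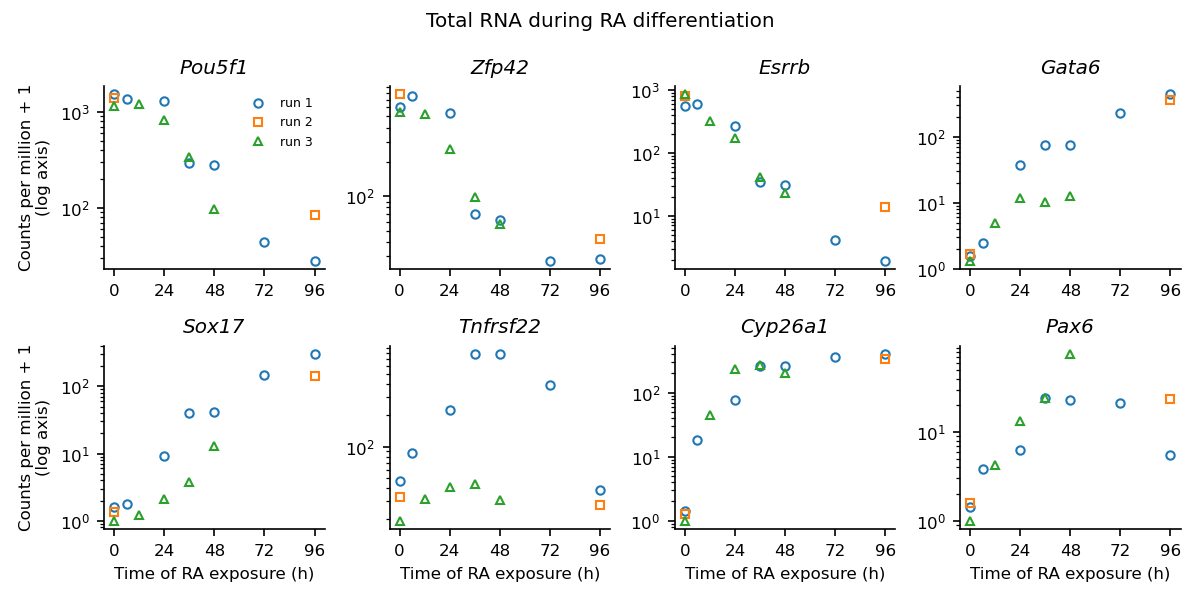
CPM plus 1 (log axis) of 8 genes against the time of RA exposure (h), with 1 point per library and 1 symbol per run. In run 1, Pou5f1 falls from 1514 CPM at 0 h to 27.2 at 96 h, and Gata6 rises from 0.534 to 442.

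Across 15649 genes, Pearson's r between the 4 time points that both runs hold (0, 24, 36 and 48 h, as log2 CPM plus 1) had a median of 0.789. It was above 0.8 for 48.9% of genes and above 0 for 84.9%, and with gene labels permuted the median was 6.0e-04 (mean of 100 draws). Among the 5478 genes whose log2 level ranged over more than 1 in run 1, the median was 0.902. The log2 changes from 0 h in the 2 runs correlated across genes, which are not independent replicates, with r = 0.659 at 24 h, 0.753 at 36 h and 0.787 at 48 h. Of 16123 genes, 7647 differed between the single-end and the paired-end libraries at an adjusted p under 0.05 from edgeR (median absolute log2 difference 0.63). Without the run 1 library at 48 h the median r was 0.861, and without that at 36 h it was 0.892. Over fewer time points r is more often extreme, so that these medians cannot be compared with that over 4. The paper states that the replicates gave closely matching results once the effect of separate sequencing runs had been removed (S1F Fig).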

To investigate in how far protein expression can be predicted from RNA expression, we started with the simplest conceivable model (termed *naive* here), which assumes that protein abundance is connected to RNA expression by a constant, gene-dependent scaling factor. This model is justified, if protein synthesis and degradation rates are constant and RNA expression changes slowly on the time scale of protein turnover, thus resulting in a quasi-steady state. Consequently, the protein-to-RNA ratio would be approximately constant over time. To test this model, we scaled both protein and RNA to their respective means, which should result in a constant protein-to-RNA ratio of 1, if the *naive* model is valid. We observed that for a large fraction of genes, the *naive* model is inaccurate, resulting in low coefficients of determination (R^2^) and low correlation (Figs 1B, 1C and S2A). In many cases, R^2^ assumes negative values, which means that the *naive* model performs worse than a model predicting a scaled protein level of 1 for all time points. (Note that only for linear regression models R^2^ is guaranteed to be positive and interpretable as the fraction of variance explained by the model.) For some genes, we even observed significant anti-correlation between RNA and protein (Fig 1B). While technical noise certainly contributes to this result, the high quality of our data sets (S1 Fig) suggests that a substantial part of the observed discordance is of biological origin. The assumptions of the *naive* model are therefore likely wrong for the majority of genes and a more sophisticated model is necessary to explain the relationship between RNA and protein.

**Fig 1:**
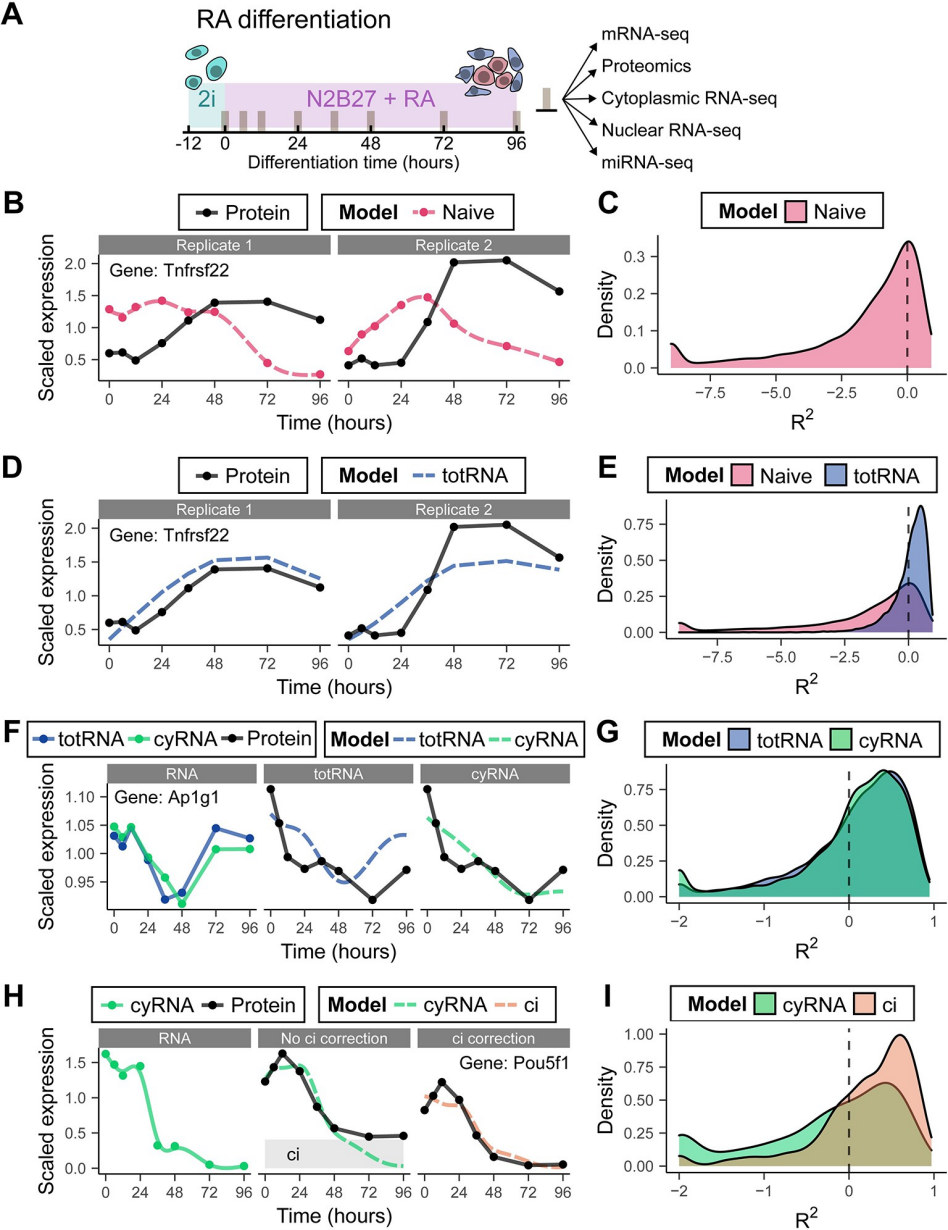
Birth-death models outperform the naive model in predicting dynamics. (A) Schematic overview of RA differentiation time course and subsequent omics measurements. (B) Example fit of the naive model. The *naive* model is a smoothing spline fit of RNA scaled to match the mean protein expression. (C) R^2^ distribution of the *naive* model. (D) Example fit of the *total RNA* (totRNA) model. (E) R^2^ distributions of the *naïve* and *total RNA* totRNA models. (F) Example fit of the *total RNA* and *cytoplasmic RNA* model, replicate 1. (G) R^2^ distributions of the *total RNA* and *cytoplasmic RNA* model. (H) Example fit of the *cytoplasmic RNA* and *ci* model, replicate 1. The height of the grey bar indicates the fitted *ci* parameter. (I) R^2^ distributions of the *cytoplasmic RNA* and *ci* model. Only genes that are improved by the *ci* model are shown. The distribution of all genes is shown in S2E Fig. (C,E,G,I) Some genes with extremely low R^2^ values are set to the minimum value of the plot for clarity. Corresponding Pearson’s r distributions are plotted in S2A–S2D Fig.

### A simple birth-death model explains mRNA-protein discordance for most genes

To relax the assumption that expression is in steady state, we next considered a kinetic model that implements a birth-death process for protein dynamics (Eq 1).

$${\dot{P}}^{g}(t)=k_{s}^{g}\cdot R^{g}(t)-k_{d}^{g}\cdot P^{g}(t)\;{\mathrm{with}\;k}_{s}^{g}>0,k_{d}^{g}>0$$ (1)

In this *total RNA* model, protein production of gene *g* depends on total mRNA abundance *R* and the protein synthesis rate *k*_*s*_, while protein degradation depends on protein abundance *P* and the degradation rate *k*_*d*_. Synthesis and degradation rate are taken to be constant in time but gene-specific (as indicated by the index *g*). All processes related to protein production (initiation, elongation, etc.) are lumped into k_s_, while k_d_ represents all processes leading to a reduction in protein levels (dilution due to cell division, active degradation, etc.). Similar models have been used previously to describe protein dynamics during the stress response in yeast [18], as well as embryonic development of *Xenopus* [19] and *Drosophila* [22]. We do not consider simpler, degenerate models (without k_s_ and/or k_d_ [19]), because these models are not relevant in our biological system: Synthesis and degradation always occur to some degree during stem cell differentiation. To reduce the influence of uninformative small fluctuations, we applied a smoothing spline to the abundance estimates prior to inferring model parameters by non-linear least-squares fitting. Compared to the *naive* model, R^2^ and correlation improved markedly for the *total RNA* model (Figs 1D, 1E and S2B), which is to be expected given the increase in model flexibility. To correct for a difference in the number of fit parameters and thus compare model performance fairly, we used the Bayesian information criterion (BIC, see Methods). According to the BIC, 3551 out of 4580 proteins were better fit by the kinetic model. These proteins are thus likely out of steady state, for the duration of the experiment, as a result of the differentiation cue. In summary, these results showed that a simple birth-death model outperforms the *naive* model of protein dynamics.

Despite the overall improvement observed with the *total RNA* model, R^2^ and correlation were still low for many proteins. We hypothesized that the remaining discrepancies could be explained by kinetic rates changing over time. To evaluate this hypothesis, we first sought to exclude technical limitations of our measurements as possible alternative explanations. We first considered the subcellular localization of mRNA. In our first experiment, we measured total poly(A) RNA, whereas only cytoplasmic mRNA is available for translation. Nuclear retention of mRNA is known to reduce transcriptional noise [23] and has been shown to contribute to translational regulation for specific genes [24–26]. 

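For the fractionation, mESCs were differentiated in 3 further runs (5, 6 and 7) and collected at the 8 time points from 0 to 96 h of RA. RNA of the nuclear and of the cytoplasmic fraction was sequenced, which gave 24 libraries of each kind. The authors aligned the reads with STAR 2.6.1a and estimated expected counts per gene with RSEM 1.3.1 on mm10 with Ensembl release 93. The cytoplasmic libraries hold 9119521 to 21652601 counts (median 10829101) and the nuclear libraries 6860451 to 30624948 (median 12413533). Among the nuclear libraries, those at 48 h had the lowest depth (mean 8789228). The counts cover gene identifiers on chromosomes 1 to 6 and 10 to 19. Identifiers on chromosomes 7, 8, 9, X and Y and on the mitochondrial genome are not listed, of which the transfection counts list 4704, 2539, 2853, 2614, 1570 and 37. Acad8, Rab8a, Mfge8, Pccb, Leo1, Tnfrsf22, Ap1g1 and Zfp42 therefore have no value in either fraction. Rounded counts of genes with a mean above 10 were tested with edgeR as for total RNA, with 1 group per fraction and time point. Runs pair the nuclear and cytoplasmic libraries, and values with the run as a block are given where they change a count by more than 1.5 times.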

To measure the cytoplasmic mRNA fraction of each gene, we repeated the differentiation experiment in triplicate and separated cell lysates into a nuclear and a cytoplasmic fraction before performing RNA-seq. 

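Long noncoding RNAs that are known to stay in the nucleus were higher in nuclear than in cytoplasmic RNA, most of them by less than 2-fold. Neat1, the RNA scaffold of paraspeckles, had a log2 difference of 0.77 (standard error 0.08, adjusted p = 6.9e-09 from edgeR) and was higher in the nucleus in 23 of 24 pairs of run and time point. Of 8 tested nuclear-retained RNAs, 7 were higher in the nucleus and none in the cytoplasm (7 also when adjusted over the list alone; median 0.44), among them Meg3 (0.67), Mirg (0.50), Rian (0.38) and Malat1 (0.37). Of 8 host genes of small nucleolar RNAs, 6 were higher in the nucleus and none in the cytoplasm (6 over the list alone; median 0.47), among them Snhg12 (0.47), Gas5 (0.38) and Snhg1 (0.30). Of 11 genes of cholesterol synthesis, 6 were higher in the cytoplasm and 1 in the nucleus (7 and 1 over the list alone; median -0.09), with Hmgcs1 (-0.33), the synthase of the pathway's HMG-CoA step, and the isomerase gene Idi1 (-0.25) among the former.
Among protein-coding genes, Cbx7, which encodes a Polycomb protein, was at 2310 ± 693 normalized counts in the nucleus and 1602 ± 572 in the cytoplasm (SD over n = 24 libraries, time points included; log2 difference 0.55, standard error 0.05, adjusted p = 7.1e-10). Higher in the nucleus in all 24 pairs were also Mfsd12 (0.43), Gtpbp2 (0.42), Ccnl2 (0.41) and Rsrp1 (0.35), and outside protein-coding genes H2-Bl (0.39) and the predicted genes Gm47739 (1.07), Gm47357 (1.07), Gm47808 (1.04) and Gm37795 (0.90). Dhx9, an RNA helicase gene, was at 9684 ± 1718 in the nucleus and 12589 ± 1977 in the cytoplasm (log2 difference -0.38, standard error 0.03, adjusted p = 3.1e-11). Epas1 (-0.49), which encodes a hypoxia-inducible factor, Slc29a3 (-0.43), Zmiz1 (-0.43), Nol11 (-0.41), Acp1 (-0.40), Sntb1 (-0.38), the imprinted gene Peg10 (-0.37) and the pseudogenes Gm28439 (-0.65) and Gm4076 (-0.53) were lower in the nucleus in all 24 pairs. Cytoplasmic RNA at 0 h held Gm28439 at 1457 and Gm4076 at 357 CPM, against 149.8 and 0 in total RNA, so that these values need not be those of the pseudogenes' own transcripts. Genes of ER-made proteins were higher in the cytoplasm for 6 of 17 and in the nucleus for none (7 over the list alone), and genes of naive pluripotency for 4 of 11 and none. In the miRNA pathway 4 of 13 were higher in the nucleus and 6 in the cytoplasm, and among cytosolic ribosomal proteins 5 of 50 and 3.

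**Figure D2:**
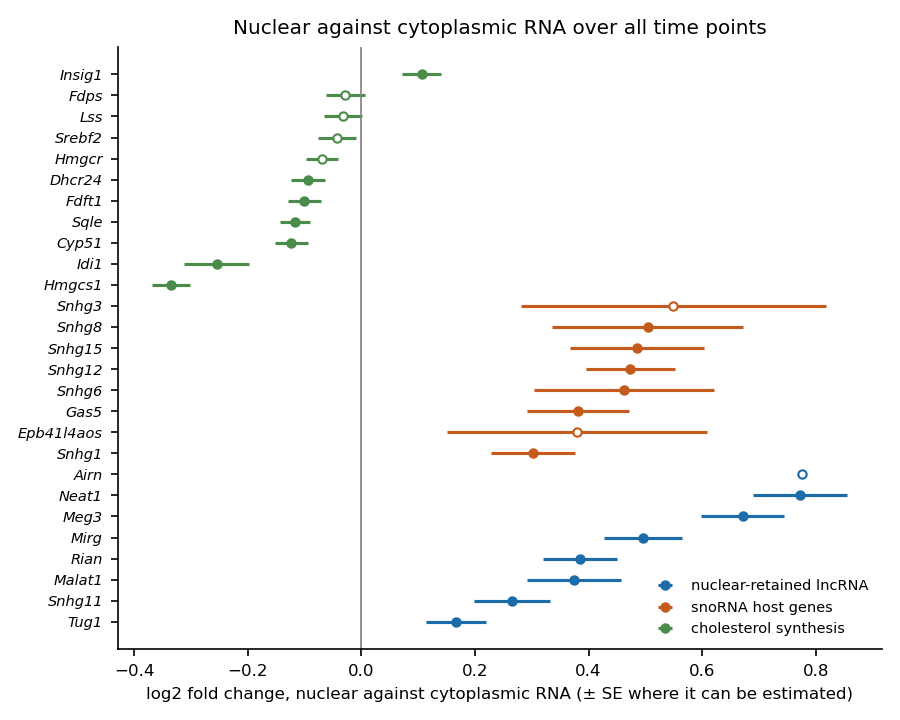
Log2 fold change of nuclear over cytoplasmic RNA with its standard error, 1 point per gene, for 3 gene groups over all time points. Filled points pass the test, with Neat1 at 0.77 and Hmgcs1 at -0.33, and Airn is drawn without an error, since none can be estimated for it.

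Of 11817 genes, 1647 were higher in the nucleus and 2030 in the cytoplasm, 91 and 19 of them by more than 2-fold. With a count minimum in every library, 5 and 0 were over 2-fold, and without a low-count filter 238 and 57. The 91 include 33 long noncoding RNAs and 25 protein-coding genes. With camera at the preset correlation, the nuclear-retained RNAs (adjusted p = 3.6e-07), snoRNA hosts (0.00126) and cholesterol genes (0.0173) differed from other genes. None did with an estimated correlation (adjusted p = 0.122, 0.384 and 0.367). Without the cytoplasmic libraries of run 6 the counts were 964 and 1161, and without the nuclear libraries of run 7 the counts over 2-fold were 57 and 91.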

To obtain a global scaling factor between cytoplasmic and nuclear expression, we regressed total RNA (totRNA) reads, measured previously, on nuclear RNA (nuRNA) reads and cytoplasmic RNA (cyRNA) reads across all genes (see Methods). Then, the cytoplasmic fraction *C* was calculated for each gene and each time point. 

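C differed little between genes, with the lowest values among the named genes in nuclear-retained RNAs. It was 0.740 for Pou5f1 and 0.741 for Nanog, which encode pluripotency factors, and 0.740 for Actb, which encodes cytoskeletal actin, and for Gapdh, a gene of glycolysis. Among the miR targets, C was 0.741 for Cdk7, 0.740 for Eif4h and 0.743 for Srgap2. C was 0.730 for Neat1, 0.733 for Meg3 and 0.736 for Malat1, 3 noncoding RNAs of the nucleus. Over the 8173 genes with at least 10 counts in every library, the mean of C was 0.740 and the SD across genes 0.00215, with a lowest value of 0.722 and a highest of 0.753.
C was computed from DESeq2's regularized log2 counts, averaged over replicates per time point. Total RNA was regressed on cytoplasmic and nuclear RNA over the 500 genes of lowest variance, without an intercept, which gave weights of 0.740 (standard error 0.0257) for cytoplasmic and 0.260 (standard error 0.0258) for nuclear RNA. Refitted with 1 replicate left out, the weights gave a mean of C between 0.652 and 0.793. From the same weights and regularized counts on the linear scale, C was 0.666 for Neat1, 0.675 for Meg3, 0.703 for Malat1, 0.740 for Pou5f1 and 0.761 for Srgap2, and its SD across genes 0.0134. This setting was chosen after the data were seen. In simulated genes whose true share varied with an SD of 0.138, C from log2 values had an SD of 0.0238.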

To our surprise, *C* did not vary substantially between genes (mean = 0.82, std = 0.02, calculated for a subset of 3,563 genes without any missing values) (S1G Fig). In addition, *C* also did not fluctuate much in time for individual genes (S1H Fig). 

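In cytoplasmic RNA, expression changed over differentiation for most of the genes tested. All 11 tested genes of naive pluripotency fell between 0 h and 96 h, with a median log2 fold change of -6.07, among them Esrrb (-6.40), Tfcp2l1 (-6.07) and Nanog, which went from 11966 ± 930 to 138 ± 43.0 normalized counts (SD, n = 3; log2 fold change -6.45, standard error 0.17, adjusted p = 1.1e-18 from edgeR). Of 20 XEN and primitive endoderm genes, 19 rose and none fell (20 over the list alone; median 5.97), among them Lamb1 (7.59), Sparc (4.56) and Dab2 (7.55). Of 9 neuroectoderm genes, 8 rose and none fell (9 over the list alone; median 4.94), among them Cdh2 (4.94), Sox11 (6.40) and Pax6 (7.88), and of 12 RA response genes 10 rose and 1 fell (10 and 1 over the list alone; median 4.14). Of 11 genes of cholesterol synthesis, 10 rose and none fell (10 over the list alone; median 0.72), such as Insig1 (2.18), Cyp51 (1.37) and Lss (1.39). All 4 fibroblast markers rose, with Acta2 at 1749 ± 81.3 normalized counts at 96 h and 0 at 0 h (at least 1733-fold).
Of 50 cytosolic ribosomal protein genes, 45 fell and none rose (47 over the list alone; median -0.79), of 24 nuclear-encoded genes of oxidative phosphorylation 17 fell and none rose (17 over the list alone; median -0.60), and of 8 snoRNA hosts 7 fell and none rose (7 over the list alone; median -1.34). Genes of ER-made proteins rose for 10 of 17 and fell for 4 (median 0.99). Other large rises past the test, from 0 counts at 0 h, were those of Acta2, the collagen hydroxylase gene P3h2 (at least 1437-fold), Meox1 (at least 874-fold), Car4 (at least 517-fold), Egflam (at least 479.5-fold), Cp (at least 414-fold) and Adora1 (at least 404-fold), and Cubn went from 0.678 to 12139 ± 1685 normalized counts. Osm (at least 554-fold), Slc28a3 (at least 168-fold), Srarp (at least 134-fold) and Cd180 (at least 111-fold) fell to 0. In all, 3882 of 11675 genes rose and 4020 fell, and the change correlated with that in total RNA of the other runs with r = 0.886 across 10798 genes. With camera at the preset correlation, sets of naive pluripotency (adjusted p = 5.8e-29), XEN (5.3e-22), neuroectoderm (2.2e-08), the RA response (1.8e-07), cholesterol synthesis (3.6e-04), ER-made proteins (9.0e-04), fibroblasts (0.0013), ribosomal proteins (0.0040) and heat shock (0.0415) differed from other genes. With an estimated correlation, naive pluripotency (adjusted p = 4.7e-04), neuroectoderm (0.0051), XEN (0.0055) and fibroblasts (0.041) passed. The RA response (0.056), heat shock (0.0994), cholesterol synthesis (0.138), ER-made proteins (0.329) and ribosomal proteins (0.612) did not. With the run as a block, cholesterol synthesis passed at the estimated correlation too (adjusted p = 0.0424 with camera).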

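The nuclear to cytoplasmic difference changed over time for few genes, and for these it was high at 48 h. Klf9, which encodes a Krüppel-like transcription factor, had a log2 difference of 1.17 at 48 h and of -0.13 to 0.38 at the other time points (adjusted p = 0.0099 for the change over time from edgeR, n = 3 per fraction and time point). Hmga2, a chromatin protein gene of embryonic cells, was at 1.39 and Tab2, which encodes an adaptor of the TAK1 kinase, at 1.23 at 48 h. The other genes past the test were Arl5a (1.14), Zdhhc20 (1.19), Tmed5, Foxp1 (1.36), Nucks1 (1.00), Pdzd8 (1.28), Impad1 (0.98), Ubxn2a (0.84) and Mtdh (1.55). They are 12 of 11817 genes, or 0.102%. Over all genes, the median SD of the difference was 0.196 over time points and 0.338 between runs at 1 time point. The median coefficient of variation of C over time was 0.236% and the highest 1.37%.
With the run as a block 7 genes passed, and DESeq2 called 150. Without the cytoplasmic libraries of run 5, 6 or 7, or without the 48 h libraries of either kind, none passed, and without the nuclear libraries of run 5, 6 or 7 the counts were 7, 67 and 107. From the distributions of C (S1G and S1H Fig), the paper states that it differed little between genes and stayed nearly level over time.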

Despite the low variability of *C*, we incorporated this parameter, leading to the *cytoplasmic RNA* model (Eq 2).

$${\dot{P}}^{g}(t)=k_{s}^{g}\cdot C^{g}(t)\cdot R^{g}(t)-k_{d}^{g}\cdot P^{g}(t)$$

$$\mathrm{with}\;0\leq C^{g}(t)\leq 1$$ (2)

As to be expected, adding *C* brought overall only a subtle improvement (Fig 1G), although for individual cases, the improvement was significant (Fig 1F). We opted to fit further models including the cytoplasmic fraction, due to the overall slightly better performance.

Another potential confounder is inherent to the proteomics method we employed. TMT-based proteomics suffers from co-isolation interference (ci), a process in which two peptides are co-isolated in the second MS step. The contaminating peptide can interfere with the quantification of the peptide of interest and cause a constant offset [27,28]. To model a possible offset, we extended the model by an additional parameter (*ci*), quantifying the degree of fold-change compression for a protein. Thus, we assume *ci* to be constant for all TMT tags, i.e. time points, resulting in the *ci* model (Eq 3).

$${\dot{P}}^{g}(t)+ci^{g}=k_{s}^{g}\cdot C^{g}(t)\cdot R^{g}(t)-k_{d}^{g}\cdot (P^{g}(t)+ci^{g})$$

$$0\leq ci^{g}\leq min\{P^{g}(t)\}$$ (3)

Effectively, including the parameter *ci* allows protein expression to have a bigger dynamic range, which can improve the fit for certain genes significantly (Figs 1H, 1I, S2D and S2E). Judged by the BIC, 557 genes were fit better including *ci*. All in all, this result reinforces the importance of considering co-isolation interference.

### Including miRs improves model performance and identifies miR-mRNA interactions

Having incorporated important confounding factors, we sought to further extend the model by relieving the assumption of constant kinetic rates. Such a model would be able to capture protein synthesis and degradation varying across time, which likely happens during a process as dynamic as stem cell differentiation. A model in which *k*_*s*_ and *k*_*d*_ are time-dependent and completely arbitrary cannot be sufficiently constrained by our mRNA and protein measurements. Hence, we decided to focus on a specific regulatory mechanism, for which an additional, complementary data set could be obtained. Specifically, we explored the influence of miRs, which are known to be involved in gene regulation during differentiation [29]. In order to study the role of miRs in our system, we repeated the RA differentiation assay and measured the miRnome by small RNA-seq in quadruplicate. 

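Small RNA was sequenced with 4 replicates at each of the 8 time points from 0 to 96 h of RA, which gave 32 libraries. Of the replicates, 3 come from runs 5, 6 and 7, those of the fractionation, and the remaining 8 libraries form a set of their own. By their labels, those of this set at 6 h and 12 h are of run 4 and the others of run 3. Where the run is used as a block, this set is 1 block and thus joins both of its runs. The libraries hold 1046533 to 16869744 counts (median 5652543). Reads were quantified by the authors with miRDeep2 on miRBase 22.1 after merging with PEAR and mapping with Bowtie. Of the 2308 precursor and mature pairs listed, 1978 mature miRs remain when each is taken once, with the highest count among its precursors. Rounded counts of the 740 miRs with a mean above 10 were tested with edgeR, with 1 group per time point, for the change from 0 h to 96 h and for any change over the time course. Runs can be paired across time points, and blocked values stand beside the results that they move by more than 1.5 times. Genomic targets of these miRs as predicted by TargetScanMouse are not analysed here.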

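Before RA, the most abundant miR was miR-292a-5p of the miR-290-295 cluster, which is specific to pluripotent cells, and by summed counts 4 of the 10 highest-ranked miRs belong to this cluster. At 0 h, miR-292a-5p held 20.1% of all miR counts, miR-293-3p 6.07%, miR-293-5p 3.98% and miR-295-3p 3.09% (shares of the summed counts of 4 libraries, in which deeper libraries weigh more). As a mean of the libraries, miR-292a-5p was at 147329.5 CPM and miR-294-3p, also of the cluster, ranked at 9 with 18254 CPM. Outside the cluster, miR-148a-3p (6.79%), miR-92a-3p (2.57%) and the imprinted miR-127-3p (2.39%) ranked highest.
A library held 1070.6 mature miRs with at least 1 count on average (SD 165 within time points, n = 32), from 551 to 1265. The mean per time point ranged from 1021 at 72 h to 1131 at 96 h (n = 4 each). With at least 10 counts the mean was 675, and 1640 miRs had a count in at least 1 library.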

We quantified around 1000 mature miRs per time point (S1A, S1C and S1E Fig). 

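Over 96 h of RA, miRs of the miR-290-295 cluster and of the let-7 family fell, and several neural miRs and 2 miRs of the miR-99/100 family rose. The share of the miR-290-295 cluster in all miR counts was 45.2 ± 4.28% at 0 h, 53.1 ± 8.29% at 36 h and 9.02 ± 3.43% at 96 h (SD, n = 4). Of its 12 miRs, 9 fell and none rose (12 fell when adjusted over the list alone), with a median log2 fold change of -3.26, among them miR-293-5p (-3.38, standard error 0.56, adjusted p = 3.9e-05 from edgeR), miR-295-3p (-3.22) and miR-294-3p (-2.09). Of 9 let-7 miRs, which repress pluripotency and are kept low by LIN28, 8 fell and 1 rose (8 and 1 also over the list alone; median -3.31). Their share went from 2.03 ± 0.341% to 0.212 ± 0.0782%, with let-7g-5p at 66934 ± 11246 and 2057 ± 264 normalized counts (log2 fold change -5.02, standard error 0.65), let-7d-5p at -4.30 and let-7c-5p at 1.25.
Of 9 neural miRs, 6 rose and none fell (6 over the list alone), among them miR-125b-5p (6.46), miR-181a-5p (5.47), miR-219a-5p (5.58) and miR-9-5p (2.47, or 2.11 to 2.71 with 1 replicate left out). At 96 h the level of miR-125b-5p differed widely between libraries, with a mean of 461 ± 492 CPM (SD, n = 4). In the miR-99/100 family, 2 of 3 rose (2 over the list alone; median 7.06), with miR-99a-5p going from 44.0 ± 14.2 to 33809 ± 15645 normalized counts (log2 fold change 9.57, standard error 0.86, adjusted p = 8.0e-09 from edgeR). Of 5 miRs of the miR-200 family, which maintains epithelial cells, 2 fell (2 over the list alone; median -1.54), miR-200c-3p (-3.43) and miR-141-3p (-3.36). In the miR-302 cluster of primed pluripotency 3 of 7 fell (6 over the list alone; median -2.58), and of 5 miRs encoded in the Hox clusters miR-10a-5p (6.41, or 5.73 without run 7) and miR-615-3p (2.69) rose and miR-196a-5p fell (-4.11; 2 up and 2 down over the list alone). None of 6 miRs of the miR-17-92 cluster, 25 of the Dlk1-Dio3 cluster or 10 of the Sfmbt2 cluster changed, also over each list alone. Outside these groups, miR-216a-5p (at least 897-fold) and miR-483-5p (at least 266-fold) rose from 0 counts, miR-219a-2-3p rose with a log2 fold change of 10.00, the hepatic miR-122-5p went from 16.2 ± 7.12 to 14938 ± 24029.9 normalized counts (log2 fold change 9.85, or 7.56 without run 7), and miR-217-5p went from 0.807 to 2918 and miR-216b-5p from 0.822 to 2020.1 normalized counts. By contrast, miR-211-5p went from 18735 ± 6935 to 104 ± 56.5 (log2 fold change -7.50, standard error 1.21), and miR-147-5p (-5.34), miR-142a-3p (-5.02), miR-290a-3p (-4.21) and miR-142a-5p (-4.13) fell.

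**Figure D3:**
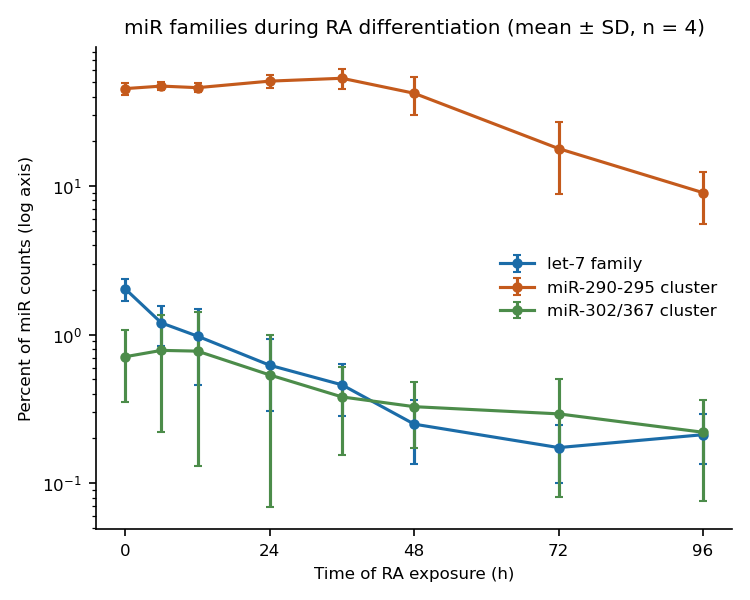
Percent of all miR counts (log axis) held by 3 miR families against the time of RA exposure (h), mean ± SD of 4 libraries. At 96 h the miR-290-295 cluster holds 9.02%, the let-7 family 0.212% and the miR-302 cluster 0.220%.

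In all, 95 of 740 miRs rose and 92 fell, and 208 changed over the time course, or 60 to 150, 45 to 131 and 102 to 368 with 1 replicate left out. With the run as a block, 194 fell and 427 changed over time, with miR-302b-5p (-3.21), miR-200a-3p (-2.08), miR-429-3p (-1.90) and miR-196b-5p (-1.64) among those that passed only then, and in the Sfmbt2 cluster miR-467a-5p (0.89), miR-467b-5p (0.89) and miR-467c-5p (0.78). With camera at the preset correlation, the miR-290-295 cluster (adjusted p = 3.8e-06), the let-7 family (5.4e-06), the miR-99/100 family (0.0040), the miR-200 family (0.0074), neural miRs (0.0149) and the miR-302 cluster (0.0227) differed from other miRs. With an estimated correlation no family passed (adjusted p = 0.120 for the miR-290-295 cluster and let-7, 0.164, 0.243, 0.258 and 0.469 for the others in this order).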

For further analysis, we retained miRs with high reproducibility across replicates and high variance across time (S1I Fig). To identify possible effects of miRs, we focused on computationally predicted miR target genes. We further reduced the number of miR-mRNA interactions by filtering based on the “context score” provided by TargetScanMouse [30] (S1D Fig). This score combines information from mutiple sequence features and can be used to rank hits. In the end we retained 4527 genes, 560 unique mature miRs and 45,882 potential interactions between them (S1D and S1E Fig).

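The 70 miRs kept here were chosen as the group of highest variation over time, and the pluripotency families are not among them. miR-125b-5p, a neural miR, had a coefficient of variation of 1.57 over time and 0.599 between replicates, and miR-181a-5p of 1.35 and 0.494. The let-7 family's miR-98-5p (0.781 and 0.403) and let-7g-5p (0.724 and 0.294) were not kept, nor was any miR of the miR-290-295 cluster, such as miR-294-3p (0.299 and 0.197).
A Gaussian mixture over both coefficients of 1640 miRs (mclust, VEE covariances) held 8 components, and the component of highest mean variation over time holds 70 miRs. The median coefficient of variation of these 70 was 1.36 over time and 0.563 between replicates. Of the 222 miRs with a single cluster in S1 Table, 23 are among them. Of the 14 transfected miRs only miR-99a-5p, miR-100-5p and miR-216a-5p were kept.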

If multiple miRs with similar temporal profiles targeted the same gene, we considered them to be indistinguishable. Therefore, we grouped all miRs into six clusters by their temporal expression profiles (Fig 2A) and averaged over miRs from the same cluster targeting the same mRNA (Fig 2B). 

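Most of the 70 miRs were highest at 72 h or 96 h, among them miR-125b-5p, miR-1a-3p and miR-216a-5p. Cluster 1 (33 miRs) went from -1.32 at 0 h to 2.87 at 96 h, as mean log2 difference from each miR's mean over time. It includes miR-99a-5p, miR-100-5p, miR-125b-5p, miR-181a-5p and the muscle miRs miR-1a-3p, miR-133a-3p and miR-206-3p. Cluster 2 (16 miRs), with miR-10a-5p and the pancreatic miR-216a-5p and miR-217-5p, went from -2.17 at 0 h to 2.74 at 72 h and 2.49 at 96 h. Cluster 3 (14 miRs), with miR-184-3p and miR-669c-5p, was highest at 72 h (1.21). Cluster 4 (4 miRs), with the blood cell miRs miR-451a, miR-144-3p and miR-223-3p, was highest at 36 h (1.67). Cluster 5, with miR-211-3p and miR-147-5p, went from 2.44 at 0 h to -2.04 at 96 h, and cluster 6 holds miR-6996-3p, highest at 24 h (0.94).

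**Figure D4:**
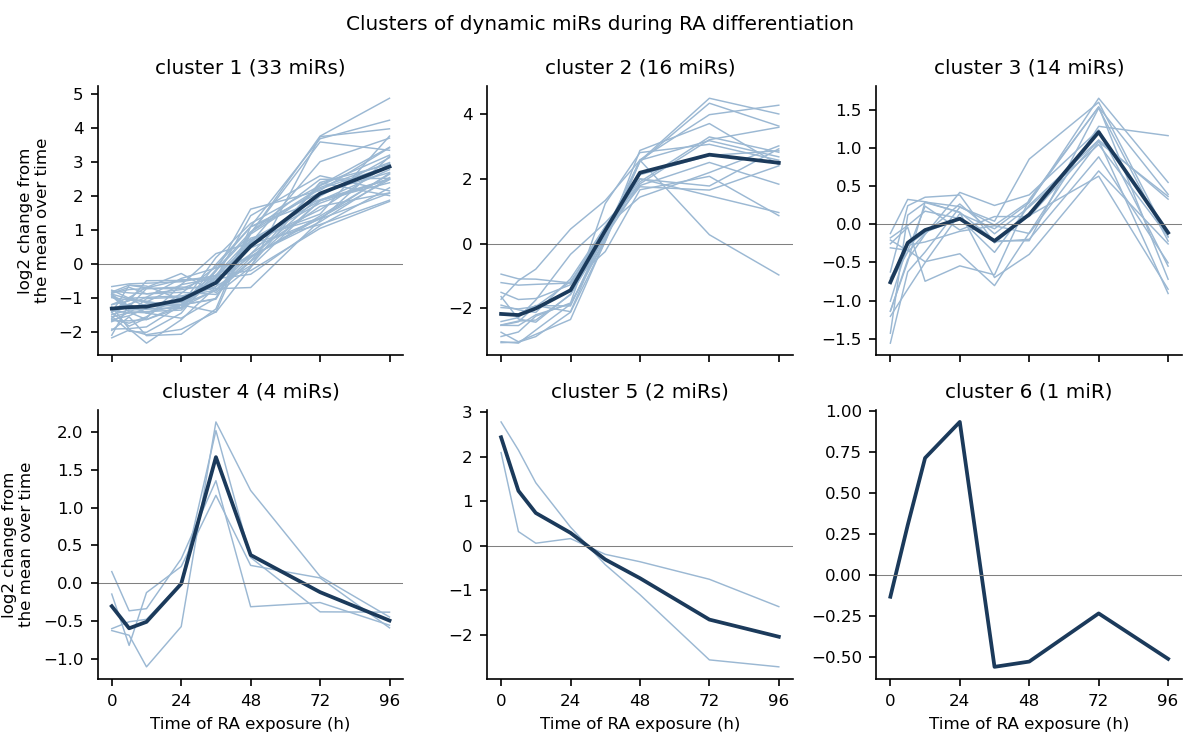
Log2 change from the mean over time against the time of RA exposure (h), 1 panel per cluster, with thin lines for miRs and a thick line for the cluster mean. The mean of cluster 1 reaches 2.87 at 96 h and that of cluster 4 peaks at 1.67 at 36 h.

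Clusters come from a hierarchical tree of the miRs. Of the 70 miRs, 23 have a single cluster in S1 Table, and the adjusted Rand index between both assignments was 0.336 (highest of 10000 permutations of the labels 0.323). It was 0.722 with log2 CPM, 0.623 with average linkage and 0.0978 without run 7. The paper reasons that miRs of similar course which share a target cannot be told apart, and groups them for this reason.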

As miR binding is known to trigger translational repression [31], we modified the term describing protein synthesis in our model. In the interest of parsimony, we assumed a linear dependence of protein synthesis on miR abundance for this *miR* model (Eq 4).

$${\dot{P}}_{m}^{g}(t)=k_{s}^{g}\cdot (1-\alpha_{m}^{g}\cdot M_{m}^{g}(t))\cdot C^{g}(t)\cdot R^{g}(t)-k_{d}^{g}\cdot P^{g}(t)$$

$$0<\alpha_{m}^{g}\leq 1$$ (4)

Here, *M*^*g*^_*m*_ is the geometric mean abundance (scaled to its maximum across time) of miRs in cluster *m* targeting gene *g* and *α*^*g*^_*m*_ parametrizes the interaction between those miRs and the target gene *g*. For each gene, we fit a model with one of the six miR clusters at a time and identified the improvement in model performance. Including miRs greatly improved the fits for some proteins, especially when there was a transient discordance between RNA and protein expression (Fig 2B). Typically, the "effective" mRNA abundance (cytoplasmic mRNA corrected for miR effects) was more dynamic than nominal mRNA abundance. For many of the genes that benefited from the addition of miRs, their influence is typically large: For these genes, translation was reduced up to 50% by the miR term in the model at peak miR expression (Fig 2C). Overall, the addition of a miR-dependent term significantly improved the coefficient of determination for a quarter of the proteins as determined by the BIC (Fig 2D). At this point we would like to stress that we made particular assumptions about the influence of miRs (miR binding only affects k_s_ and the effect is linear in the abundance etc.). A more general model would have been under-constrained by the available data. Other conceivable interaction terms might result in improvements for different sets of genes. A better performance of the *miR* model, compared to simpler models, therefore does not prove the assumed regulatory mechanism.

**Fig 2:**
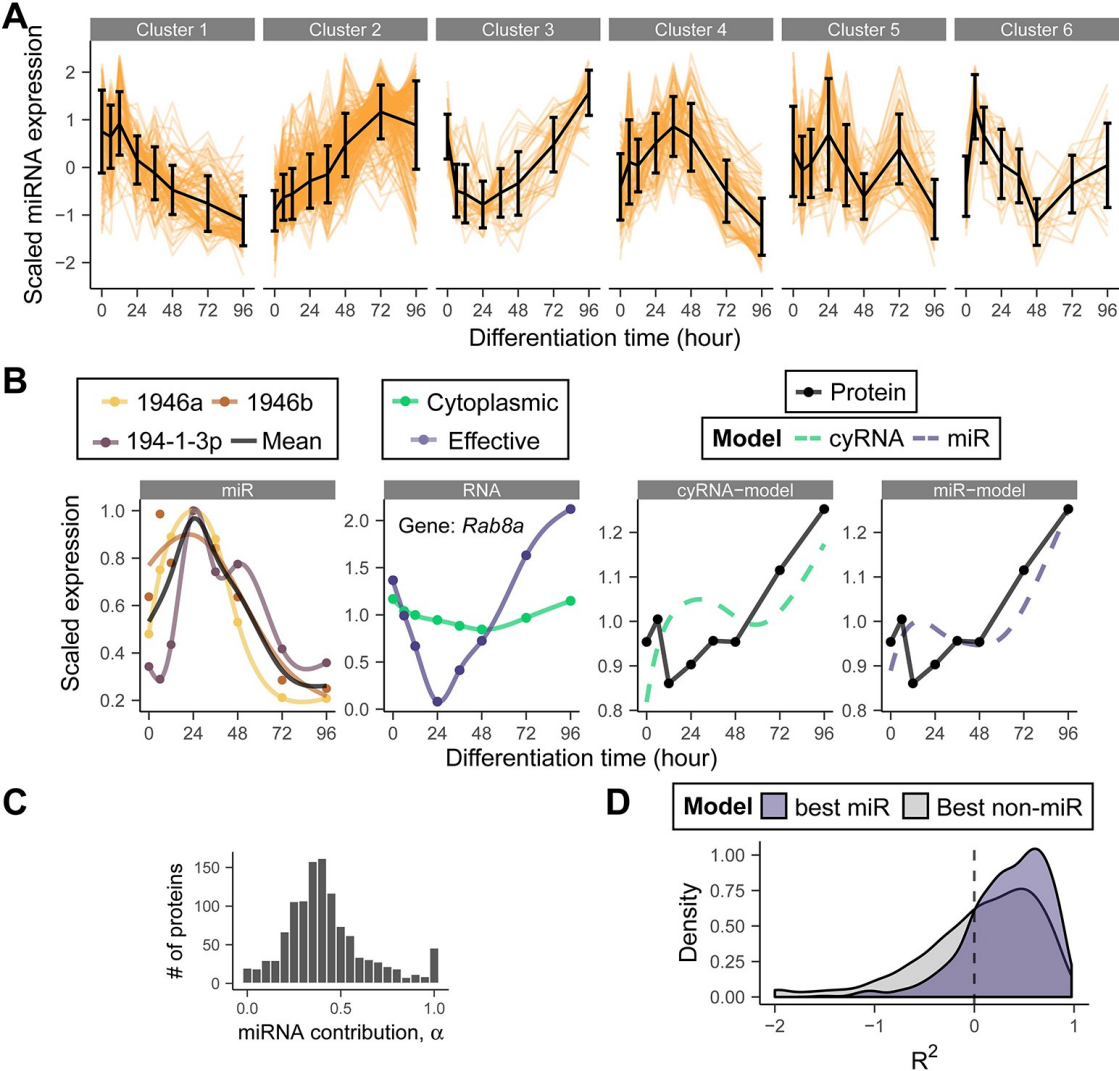
The addition of miRs further improves the dynamical model for a subset of genes and suggests potential miR-mRNA interactions. (A) Expression profiles of 560 miRs in six clusters. (B) Example fit of miR model for the gene *Rab8a*, replicate 1. First panel: expression of the assigned miRs of a single cluster. Colored lines are individual smoothing spline fits. Second panel: Cytoplasmic RNA expression and the effective RNA concentration available for translation (see Methods). Solid lines represent smoothing splines. Third/fourth panel: *cytoplasmic RNA* and *miR* model fits. (C) Distribution of inferred α for genes that benefit from *miR* model. (D) R^2^ distribution of the *miR* model and the next best model (either *naive*, *total RNA*, *cytoplasmic RNA* or *ci*). Only genes that benefit from the *miR* model are shown. Some genes with extremely low R^2^ values are set to the minimum value of the plot for clarity. The corresponding Pearson’s r distribution is shown in S2F Fig.

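Of the miRs assigned to Rab8a, which encodes a small GTPase of vesicle transport, 2 fell at low levels and 1 was nearly absent. miR-1946a fell from 7.79 ± 1.53 to 2.05 ± 0.555 CPM between 0 h and 96 h (SD, n = 4; log2 fold change -1.93, standard error 0.68, adjusted p = 0.0364 from edgeR). miR-1946b fell from 8.06 ± 3.55 to 1.79 ± 0.658 (log2 fold change -2.16, standard error 0.65, adjusted p = 0.0142). miR-194-1-3p had 47 counts over 17 of the 32 libraries. Rab8a RNA was at 3995 ± 366 normalized counts at 0 h and 4043 ± 658 at 96 h in total RNA (SD, n = 2; log2 fold change 0.02, standard error 0.24, adjusted p = 0.966 from edgeR).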

### The best dynamical model explains 45% of total protein variance

While each model refinement introduced above improved model performance overall, each model achieved the lowest BIC only for a subset of genes (Fig 3A). In about 16% of cases the *naive* model was optimal, meaning that for these proteins none of the other models improved prediction by a significant amount (as judged by the BIC). 25% and 26% of genes were best predicted by the model without or with considering mRNA localization, respectively. Hence, for 51% of genes, protein abundance seemed to be out of steady state, but explainable by a simple model with fixed synthesis and degradation rates. For 8% of proteins, the model including co-isolation interference was optimal. The increased relative dynamic range due to subtracting a constant increased the fit for these genes significantly. Finally, 25% of proteins were fit optimally with a model including one of the miR clusters, indicating that there are likely additional regulatory mechanisms at play, potentially mediated by miRs. If the optimal model for each protein is chosen, only very few cases of negative R^2^ values remain (Fig 3B). Ignoring those, we found that the *miR* model explained 45% of the variance, when it is the optimal model (Fig 3C). In summary, the dynamic responses of 84% of the quantified proteins were signfificantly different from their mRNA counterparts. Therefore, it does not seem warranted to consider mRNA abundance a good proxy for protein levels in a highly dynamic setting.

**Fig 3:**
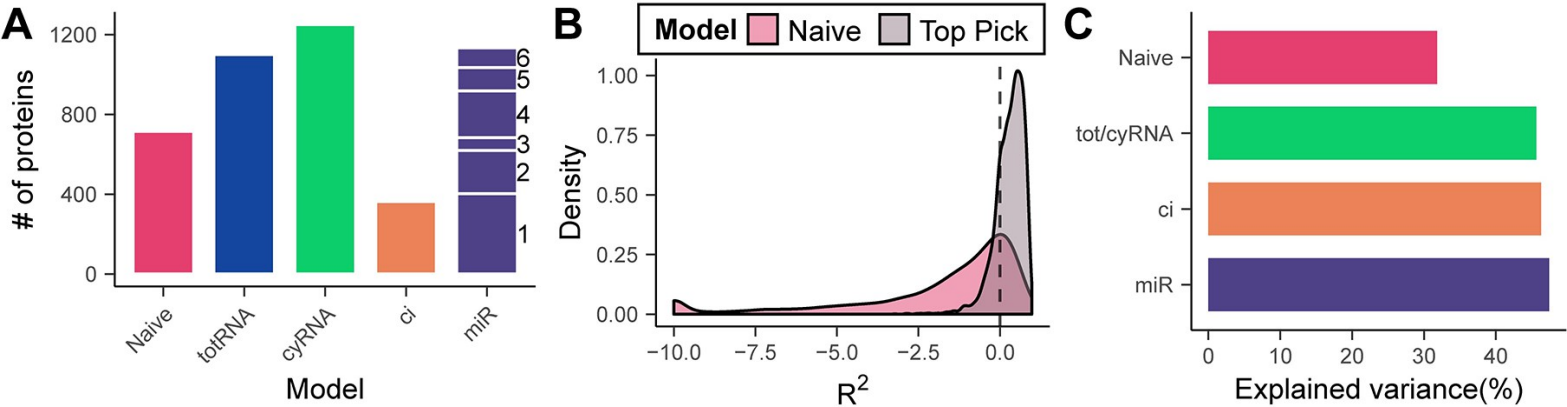
Selecting the optimal model on a gene-by-gene basis increases the total explained variance of protein expression from 30% to 50%. (A) Assignment of the optimal model for each gene based on the BIC. The number next to the miR bar indicates the miR cluster giving the best fit. (B) R^2^ distribution of the optimal fits from (A) and their naive model counterpart. Some genes with extremely low R^2^ values are set to the minimum value of the plot for clarity. (C) Median percentage of protein variance explained by each model. For each model, only those genes were included for which that model was the best. Fits with negative R^2^ were ignored.

### Follow-up on the model predictions using miR inhibitors and mimics

Given that the model including miRs was optimal for 25% of proteins, we wanted to explore in how far our model is able to identify candidates for novel miR-mRNA interactions. To that end, we ranked all proteins by model performance (R^2^) and performance improvement (i.e. change in R^2^) compared to the simpler models without miRs (Fig 4A and S1 Table). Among this list of candidate genes, we selected seven genes (*Rab8a*, *Cdk7*, *Pccb*, *Acad8*, *Mfge8*, *Eif4h* and *Srgap2*) and their thirteen putative regulating miRs (Figs 2B, 4B and S3), for further investigation. To test the functional significance of those miRs, we set up a transfection assay with miR mimics and inhibitors in mESCs. To optimize mimic and inhibitor transfection, we first created two fluorescent reporter cell lines, based on a published approach [32,33] (S4A Fig). In these cell lines, a bi-directional promoter drives the expression of two fluorescent proteins, functioning as miR ‘reporter’ and ‘normalizer’, respectively. The bi-directional promoter guarantees highly correlated levels of transcription of both transcripts. Due to miR binding sites in the ‘reporter’ transcript, its expression is reduced relative to the ‘normalizer’, if the respective miR is present. We created reporter cell lines for a miR that is undetected in our system (mir-590-3p) and one that is highly expressed (miR292a-5p), in order to evaluate a mimic and an inhibitor, respectively. 

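In the differentiating cells, miR-590-3p had 7 counts over 2 of the 32 small RNA libraries and miR-292a-5p was the most abundant miR at 0 h. Before RA, miR-292a-5p, of the pluripotency cluster miR-290-295, was at 147329.5 ± 58188 CPM (SD, n = 4), against 26776 ± 23544 at 96 h. The change over the time course passed the test (adjusted p = 0.0338 from edgeR), while that from 0 h to 96 h did not (log2 fold change -2.27, standard error 1.04, adjusted p = 0.122). With the run as a block the latter passed (-3.03, adjusted p = 2.3e-05 from edgeR). Reporter fluorescence is not analysed here.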

Flow cytometry measurements of the mir-590-3p reporter line transfected with a mir-590-3p mimic revealed a high percentage of transfected and regulated cells after 24 h (S4B Fig). Although the effect increased slightly over time, we picked 24 h as the ideal time point for evaluation in order to limit the extent of secondary effects (S4C Fig). The miR292a-5p inhibitor was slightly less effective in modulating miR292a-5p reporter signal, even at higher doses (S4D Fig). For the miR inhibitor, we selected 48 h transfection with 2X the suggested concentration (S4E Fig).

**Fig 4:**
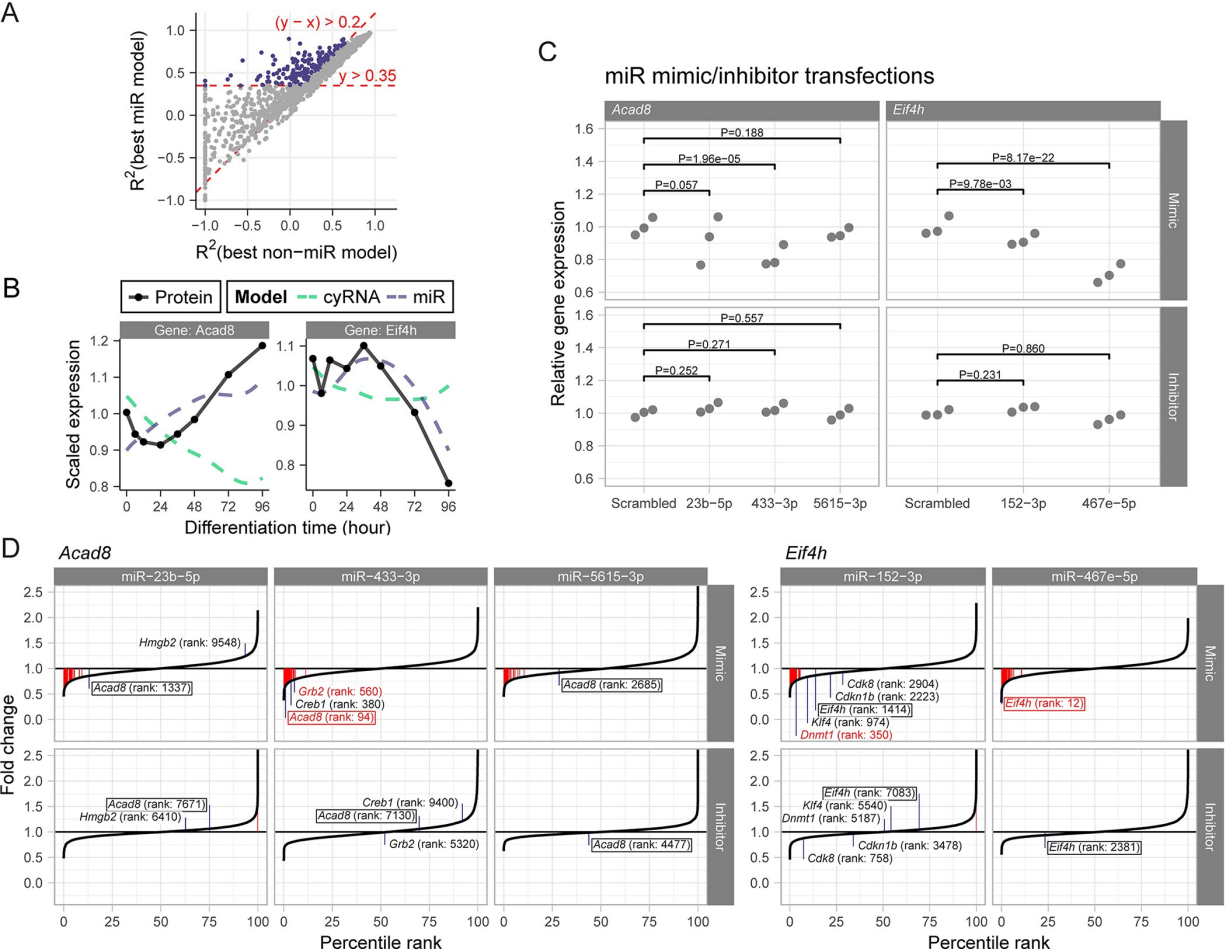
RNA-seq of mESCs transfected with mimics or inhibitors of miRs identified by the model. (A) Scatter plot of the R^2^ values for the best *miR* model and the best non-*miR* model, see Fig 2D. Colored dots are defined by the cutoffs indicated in red and represent a subset of genes with a miR-mRNA interaction of higher confidence. Some genes with extremely low R^2^ values are set to the minimum value of the plot for clarity. (B) miR model fits of *Acad8* and *Eif4H*, which belong to the subset highlighted in (A). (C) Expression levels (regularized counts scaled to scrambled control) of *Acad8* and *Eif4H* after miR mimic (top) and miR inhibitor (bottom) transfection in 3 biological replicates. P-value shown is for an uncorrected one-sided test (see Methods). Differential expression of six more target genes is shown in S5 Fig. (D) Expression fold changes relative to scrambled control after mimic and inhibitor transfections for three miRs that target *Acad8* and 2 miRs that target *Eif4h*. Distributions of the six more targets are shown in S6 Fig. The boxed genes are our proposed targets, additionally some known targets are shown. Red color indicates significantly differentially expressed genes (P_adj_ < = 0.01).

Having set up optimal concentrations and timings for our transfection assays, we next set out to validate the predicted miR targets. Although our kinetic model was developed to predict regulation at the level of translation, we used mRNA abundance as a first, convenient readout, reasoning that mRNA degradation usually follows translational repression [31]. 

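For the transfections, 14 mimics, a scrambled mimic and no treatment were applied to mESCs in 3 batches, and the same was done with 14 inhibitors, which gave 48 libraries for mimics and 48 for inhibitors. Mimic libraries hold 6257546 to 37413414 counts (median 11322874) and inhibitor libraries 8461493 to 44083843 (median 13863696). The authors aligned the reads with STAR and estimated expected counts with RSEM, as for the fractions. Mimic libraries fall in 2 sets of different depth. The scrambled and untreated libraries and those of miR-100-5p, miR-152-3p, miR-23b-5p, miR-433-3p, miR-467e-5p and miR-99a-5p belong to the first, and those of miR-135b-3p, miR-150-3p, miR-193b-5p, miR-194-1-3p, miR-1946a, miR-1946b, miR-216a-5p and miR-5615-3p to the second, so that a mimic of the second set differs from the scrambled control in its set as well. Library 3 of the miR-100-5p mimic is left out, as in the paper. Rounded counts of genes with a mean above 20 (12482 for mimics, 13029 for inhibitors) were fitted together with edgeR, with 1 group per transfection. Each predicted pair was tested one-sided, lower for mimics and higher for inhibitors, and passed at an unadjusted p under 0.05, as in the paper, with p adjusted by Benjamini and Hochberg over 14 pairs beside it. The libraries given here as miR-467e-5p carry this miR in their label and in S2 Table, miR-467a-5p in their name and miR-467e-3p in the paper's text on the mimics. Other genes were tested two-sided at an adjusted p of at most 0.01. The paper states that there were 3 biological replicates (Fig 4C). Between scrambled and no treatment, no gene passed an adjusted p of 0.10 for mimics with edgeR (379 at an unadjusted p under 0.05) and 4 passed with DESeq2. For inhibitors none passed with edgeR (337 unadjusted) or with DESeq2. All 20 genes that the paper lists as answering to the scrambled mimic had an unadjusted p under 0.05, with the lowest adjusted p, 0.605 from edgeR, in Serp1 (-0.55), which encodes an ER stress protein, and in the deubiquitinase gene Cyld (-0.65).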

Cells were transfected with miR mimics and inhibitors for the thirteen aforementioned miRs and one additional miR as a control, for which we expected no effect (miR-216a-5p, which is predicted to target *Leo1*). mRNA samples from these experiments were subjected to RNA-seq. Differential expression analysis revealed significant downregulation in four out of eight targeted genes by at least one of the miR mimics (Figs 4C and S5A). 

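Of the 8 genes with a tested miR, Acad8, Cdk7, Eif4h and Srgap2 were each lower with a mimic at a one-sided p under 0.05, Cdk7 not after adjustment. Eif4h, which encodes a translation initiation factor, was at 2489 ± 378 normalized counts with the miR-467e-5p mimic and 4511 ± 430.0 with scrambled (SD, n = 3; log2 fold change -0.86, standard error 0.12, adjusted p = 1.9e-07 over the 14 pairs and 8.4e-05 over all genes, from edgeR). Acad8, an enzyme gene of valine breakdown, was at 206 ± 37.6 with miR-433-3p and 317 ± 34.0 with scrambled (log2 fold change -0.62, standard error 0.18). Cdk7, a kinase gene of the cell cycle and of transcription, was at 689 ± 12.6 with miR-99a-5p and 835 ± 86.0 with scrambled (log2 fold change -0.28, standard error 0.12). Srgap2, which encodes a regulator of neuronal migration, was at 1702 ± 86.0 with miR-135b-3p and 2115 ± 180.5 with scrambled (log2 fold change -0.31, standard error 0.12). Each of these was lower than scrambled in 3 of 3 batches.

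**Figure D5:**
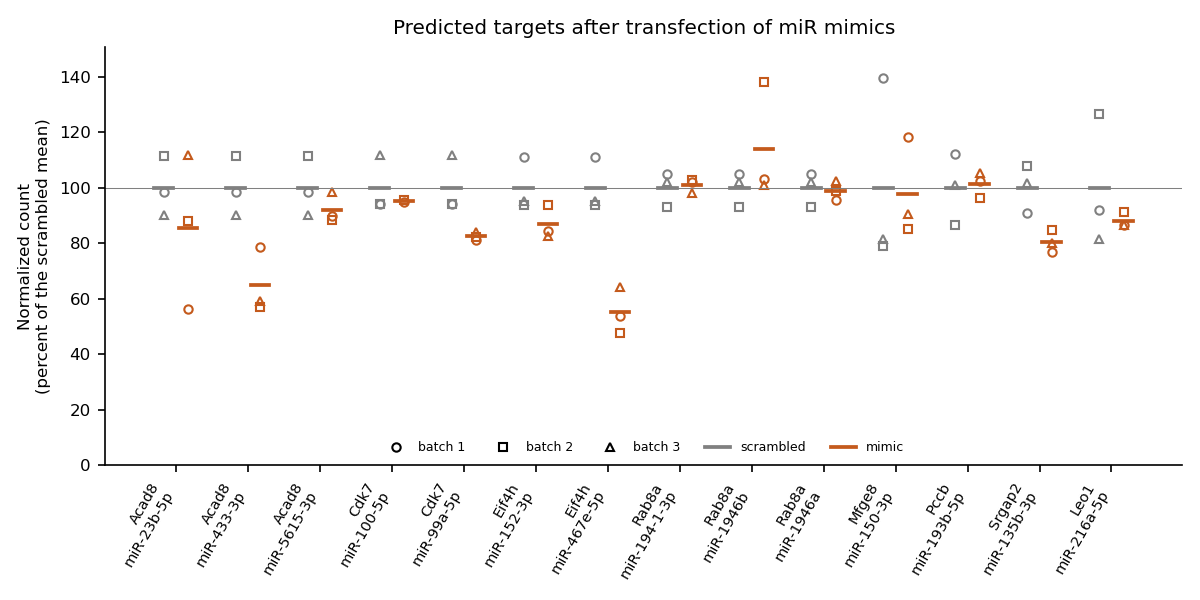
Normalized counts of the predicted targets as percent of the scrambled mean, grey for scrambled and orange for the mimic, with 1 marker per batch and a bar at the mean. Eif4h is at 55.2% with miR-467e-5p and Acad8 at 65.3% with miR-433-3p.

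The one-sided p was 8.1e-04 for Acad8, 0.0162 for Cdk7 and 0.00856 for Srgap2, with an adjusted p = 0.00565, 0.0567 and 0.0399 from edgeR over the pairs. Against the other mimics of its set, Srgap2 had a log2 difference of -0.17. The one-sided p exceeded 0.05 for Acad8 with the left-out miR-100-5p library kept (0.100), for Cdk7 without batch 1 (0.0507) or 3 (0.0743), and for Srgap2 without batch 3 (0.0509), against no treatment (0.236) or with that library kept (0.0710).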

*Acad8* was downregulated by miR-433-3p (P = 1.7e–3), *Cdk7* was downregulated by miR-99a-5p (P = 0.014), *Eif4h* was downregulated by both miR-152-3p (P = 0.015) and miR-467e-3p (P = 1.21e–19) and *Srgap2* by miR-135b-3p. 

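The pairs that passed at the unadjusted p have a site for the miR's bases 2 to 8 in the 3' UTR, and so do pairs that did not pass. Acad8 (chromosome 9, 26974135 to 26999566, GRCm38) holds 2 sites for miR-433-3p, the first at 26975617 to 26975623. Eif4h (chromosome 5, 134619721 to 134639490) holds 2 sites for miR-467e-5p, the one followed by an A at 134619963 to 134619969, and 2 for miR-152-3p. Cdk7 (chromosome 13, 100702631 to 100730939) holds 1 site, at 100703341 to 100703347, that miR-99a-5p and miR-100-5p share, and Srgap2 (chromosome 1, 131285251 to 131527352) holds 1 for miR-135b-3p at 131287407 to 131287413.
With miR-152-3p, Eif4h was at 3924 ± 269 normalized counts (log2 fold change -0.20, standard error 0.12; a one-sided p of 0.0522, or of 0.0319 with the batch as a block, and adjusted p = 0.146 from edgeR), lower in 2 of 3 batches, and 0.003 against the other mimics of its set. With miR-100-5p, Cdk7 differed by -0.07, though it was above scrambled in both batches that hold a miR-100-5p library (792 against 784 and 798 against 786 normalized counts). Acad8 differed by -0.22 with miR-23b-5p and by -0.12 with miR-5615-3p, each with 1 site. Rab8a differed by 0.01 with miR-194-1-3p, 0.19 with miR-1946b (0.03 without its batch 2 library, which lies apart from the others) and -0.02 with miR-1946a, Mfge8, a gene of a secreted glycoprotein, by -0.03 with miR-150-3p, and Pccb, a gene of propionate breakdown, by 0.01 with miR-193b-5p. For the pairs other than Eif4h with miR-152-3p the lowest adjusted p from edgeR was 0.220.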

The observed downregulation supported the hypothesis that miR-mRNA interaction takes place in these five particular cases. 

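Each of the mimics behind the 5 pairs also lowered other genes. With miR-467e-5p, 28 genes fell and 1 rose, with Nek7, a kinase gene of inflammasome assembly, at a log2 fold change of -1.36 (standard error 0.15, adjusted p = 1.2e-06 from edgeR, n = 3), Cmtm6 at -1.22, Pclaf at -0.97 and Pank1 at 0.69. With miR-433-3p 10 fell and 1 rose, with the mitochondrial peroxidase gene Prdx3 at 246 ± 4.69 normalized counts against 662 ± 129 (-1.43), Adcy1 at -1.21, Sart1 at -1.17 and Atf5 at 0.61. With miR-99a-5p 11 fell and 1 rose, with Cox15, a gene of heme A synthesis, at -1.05, Zdhhc18 at -0.92, Baz2a at -0.82 and Fstl1 at 0.65, and with miR-100-5p 2 fell, Serinc1 (-0.79) and Atpaf1 (-0.67), and Fstl1 rose (0.76). With miR-152-3p 6 fell, among them Arl6ip1 (-0.82), Pnpla6 (-0.69) and Emc1 (-0.63), and with miR-135b-3p 17 fell and 9 rose, with Zfp934 at -1.39, the adaptor gene Nck2 at -1.17 and Rnf128 at 0.88.
With miR-23b-5p 4 fell and 1 rose, with Arl14epl at -0.91, Dazap2 at -0.83, Snx30 at -0.81 and H1f0 at 0.58. Of the other mimics, miR-193b-5p lowered 9 genes and raised 2 (Sh3d19 -0.99, Trappc3 -0.88, Impa1 0.61), miR-1946a 8 and 1 (Txndc17 -1.54, Epg5 -1.13), miR-194-1-3p 3 and 4 (Eef1g -1.28, Thy1 -1.13, Btg2 0.83) and miR-5615-3p none and 12 (Sept2 0.80, Pank1 0.74). The cholesterol synthesis gene Idi1 rose with 4 mimics of the second library set, miR-5615-3p (0.77), miR-194-1-3p (0.77), miR-1946a (0.66) and miR-135b-3p (0.77). No gene passed with miR-150-3p, miR-1946b or miR-216a-5p in edgeR (492, 2318 and 408 at an unadjusted p under 0.05), and DESeq2 called 0, 42 and 1. Over all mimics 98 calls were lower and 33 higher, and with the batch as a block 374 and 271. With each mimic fitted alone with scrambled, 0 were lower and 1 higher. With the left-out miR-100-5p library kept, higher calls outnumbered lower ones. With 1 batch left out the calls were 3 to 45 and 0 to 10, and without the second miR-1946b library, a setting chosen after the data were seen, 281 and 130.
For 8 of the 14 mimics, the 7-base word whose presence in the 3' UTR went most with lower expression pairs with the mimic's own seed. With 8-base words, fewer mimics had their own site first, as the closing section gives. Genes with the site differed from the others by a median log2 of -0.14 for miR-433-3p and for miR-467e-5p, -0.09 for miR-152-3p and -0.13 for miR-135b-3p. From the lowering of the predicted targets, the paper proposes that miR and mRNA interact in these 5 cases.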

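With the inhibitors, none of the 13 predicted pairs was higher than scrambled at a one-sided p under 0.05. For miRs nearly absent from undifferentiated cells this decides nothing, since there is little to inhibit. In small RNA at 0 h, miR-194-1-3p was at 0.06 CPM, miR-5615-3p at 0.10 and miR-193b-5p at 0.98. Low too were miR-99a-5p (6.86), miR-1946a (7.79), miR-1946b (8.06) and miR-100-5p (9.44). The others were miR-150-3p (13.5), miR-23b-5p (40.8), miR-135b-3p (117), miR-467e-5p (329), miR-152-3p (1238) and miR-433-3p (1991). Eif4h was at 6284 ± 197 normalized counts with the miR-152-3p inhibitor and 6040.4 ± 175 with scrambled (SD, n = 3; log2 fold change 0.06, standard error 0.06), and at 5597 ± 268 with that of miR-467e-5p (-0.11, standard error 0.06). Acad8 differed by 0.08 (standard error 0.11) with the miR-433-3p inhibitor and by 0.07 with that of miR-23b-5p. Cdk7 differed by 0.09 (standard error 0.09) with the miR-100-5p inhibitor, and Srgap2 by -0.20 (standard error 0.10) with that of miR-135b-3p.

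**Figure D6:**
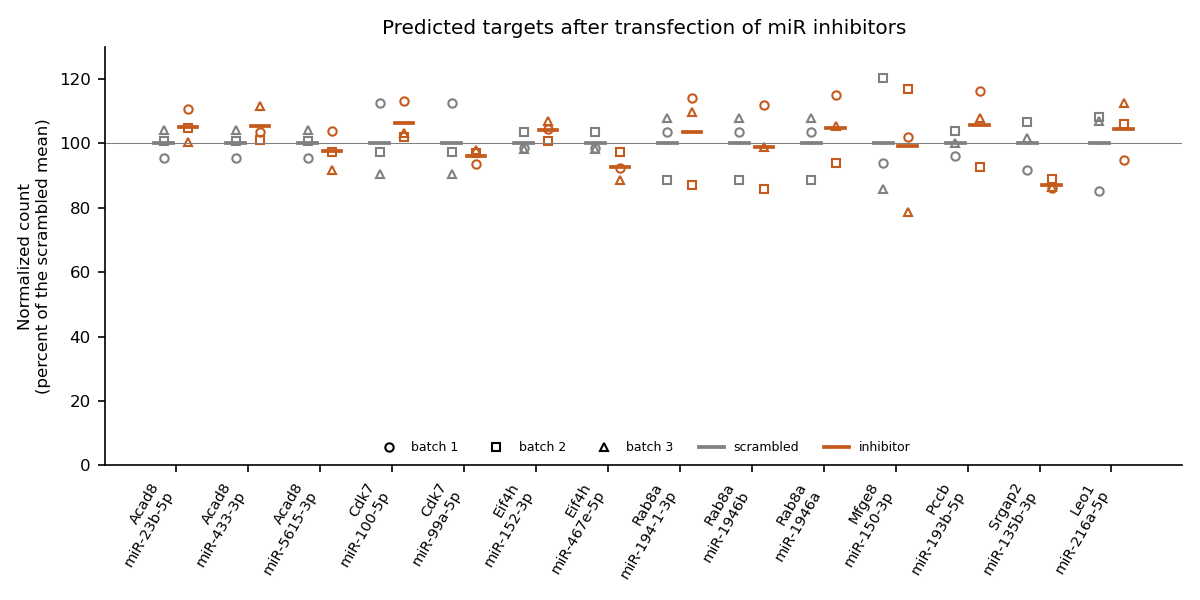
Normalized counts of the predicted targets as percent of the scrambled mean, grey for scrambled and orange for the inhibitor, with 1 marker per batch and a bar at the mean. Eif4h is at 104% with the miR-152-3p inhibitor and Srgap2 at 87.1% with that of miR-135b-3p.

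The lowest one-sided p was 0.183, for Eif4h with miR-152-3p, and the lowest adjusted p was 0.651 from edgeR over the pairs. With the batch as a block no pair passed either, and against the other inhibitors 1 did.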

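Inhibitors of 5 miRs changed other genes. With the miR-23b-5p inhibitor 23 genes fell, among them the methyltransferase gene Mettl4 (log2 fold change -0.96, standard error 0.14, adjusted p = 5.0e-05 from edgeR, n = 3), Pid1 (-0.92) and Rims2 (-0.91), a gene of synaptic vesicle release. With the miR-1946b inhibitor 15 fell and 2 rose, with Dennd1a at -0.97, Pitpnc1 at -0.85 and Lrch3 at -0.71, and Zscan4e, a gene of 2-cell-like cells, at 3.40. With the miR-1946a inhibitor 2 fell, the antiproliferative gene Btg3 (-2.02) and Marcks (-0.67), and 31 rose, among them Padi4 (2.09), Kif1a (1.90) and Tnfaip2 (1.89). With the miR-135b-3p inhibitor 4 fell, among them Dis3l2 (-0.76), Camk1d (-0.63) and Agap1 (-0.54), and with that of miR-152-3p Exoc4 fell (-0.83).
No gene passed with the other 9 inhibitors in edgeR (154 to 1426 genes at an unadjusted p under 0.05 each). With the batch as a block the calls were 220 lower and 175 higher, against 45 and 33 without it, and without batch 1 they were 1 and 0.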

The miR inhibitors on the other hand did not result in significant differential expression in any of the predicted targets (Figs 4C and S5B Fig). The negative control *Leo1* was not differentially expressed, as expected (S5 Fig). 

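Leo1, which encodes a subunit of the PAF1 transcription elongation complex, was at 1434 ± 45.3 normalized counts with the miR-216a-5p mimic and 1627 ± 384 with scrambled (SD, n = 3). The log2 fold change was -0.18 (standard error 0.14), lower in 2 of 3 batches, and 0.009 against the other mimics of its set. Its 3' UTR of 134 bases holds 1 site for bases 2 to 8 of the miR, at 75466378 to 75466384 on chromosome 9. With the miR-216a-5p inhibitor the log2 fold change was 0.06 (standard error 0.10). Small RNA at 0 h held no counts of this miR, so that its inhibition is not a test of the control.
The one-sided p was 0.110 with the mimic, or 0.0800 with the batch as a block, and 0.271 with the inhibitor, with an adjusted p = 0.220 and 0.651 from edgeR over the pairs.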

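Of the 13 predicted pairs, 10 had a lower mean of the target with the mimic than with scrambled, among them Cdk7 with miR-100-5p, which was lower in 0 batches. Eif4h with miR-467e-5p contributed most, followed by Acad8 with miR-433-3p and Srgap2 with miR-135b-3p. Pccb with miR-193b-5p and Rab8a with miR-194-1-3p and miR-1946b had a value above scrambled.
Fisher's combination of the one-sided p-values from edgeR gave 6.8e-09, and 5.4e-04 without Eif4h and miR-467e-5p. In 10000 draws of genes of similar expression, the share with a statistic as large was 1e-04, the smallest that these draws allow. Pairs that share a target or a scrambled control are not independent, and with 1 p per gene (7 genes) the combination gave 9.7e-09.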

Overall, the mimics of the thirteen miRs downregulated the predicted targets significantly in a combined analysis (P_fisher_ = 2.4e-3). 

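With the inhibitors, 7 of the 13 predicted targets were above scrambled and 6 below. Acad8 was above it with the inhibitors of miR-433-3p and miR-23b-5p and below it with that of miR-5615-3p. Eif4h was above it with the miR-152-3p inhibitor and below it with that of miR-467e-5p.
Fisher's combination of the one-sided p-values from edgeR gave 0.627, and 0.529 with the batch as a block. It includes pairs whose miR was nearly absent before RA, which could hardly show a rise. The share of 10000 draws of genes of similar expression with a statistic as large was 0.372.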

On the contrary, the inhibitors did not have a significant opposite effect (P_fisher_ = 0.6), possibly due to a smaller change in miR abundance, compared to the mimics, and redundancy created by multiple miRs targeting the same gene.

As additional validation of our assay we looked at the measured differential expression for known targets of the perturbed miRs (Figs 4D and S6). Specifically, we focused on the miRs predicted to regulate *Acad8* and *Eif4h*, which gave the largest effect sizes at the mRNA level. miR-23b-5p, which we predicted to target *Acad8*, is also known to target *Hmgb2* [34] and thereby play a role in cardiac hypertrophy. 

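Hmgb2, which encodes a chromatin protein of proliferating cells, was at 9921 ± 1342 normalized counts with the miR-23b-5p mimic and 7961 ± 1474 with scrambled (SD, n = 3; log2 fold change 0.32, standard error 0.18). It was lower than scrambled in 0 of 3 batches. Its 3' UTR of 1872 bases holds no site for bases 2 to 8 of the miR. With the miR-23b-5p inhibitor Hmgb2 differed by 0.03 (standard error 0.13).
The one-sided p for a lower value with the mimic was 0.953, and the two-sided adjusted p over all genes was 0.743 from edgeR.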

Another predicted regulator of *Acad8* was miR-433-3p, which regulates genes involved in development, like the transcription factor *CREB* [35] and the *Egfr* binding adaptor protein *GRB2* [36]. The third predicted regulator of *Acad8*, miR-5615-3p, does not have any confirmed targets to the best of our knowledge. *Eif4h* was predicted to be regulated by miR-152-3p and miR-467e-3p the latter of which has no independently validated targets. Some of miR-152-3p’s known targets are the two cell cycle genes *CDKN1B* [37] and *CDK8* [38], the pluripotency inducing *KLF4* [39], and the DNA methyltransferase *Dnmt1* [40]. With the exception of *Hmgb2*, all known targets were downregulated in the respective mimic assays, indicating that our experiments can validate existing interactions.

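Grb2 and Creb1 were lower with the miR-433-3p mimic, and Dnmt1 and Klf4 with that of miR-152-3p. Grb2, which encodes an adaptor of growth factor receptors, was at 1312 ± 67.3 normalized counts against 1682 ± 109.6 with scrambled (SD, n = 3; log2 fold change -0.36, standard error 0.08, adjusted p = 0.0186 over all genes from edgeR). Creb1, a transcription factor gene of cAMP signalling, was at 359.8 ± 54.2 against 476 ± 59.1 (-0.40, standard error 0.15). The DNA methyltransferase gene Dnmt1 was at 6750.0 ± 409 against 8866 ± 456 (-0.39, standard error 0.11), and the pluripotency factor gene Klf4 differed by -0.25 (standard error 0.12). The cell cycle genes Cdkn1b (-0.10, standard error 0.33) and Cdk8 (-0.11, standard error 0.11) did not pass.

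**Figure D7:**
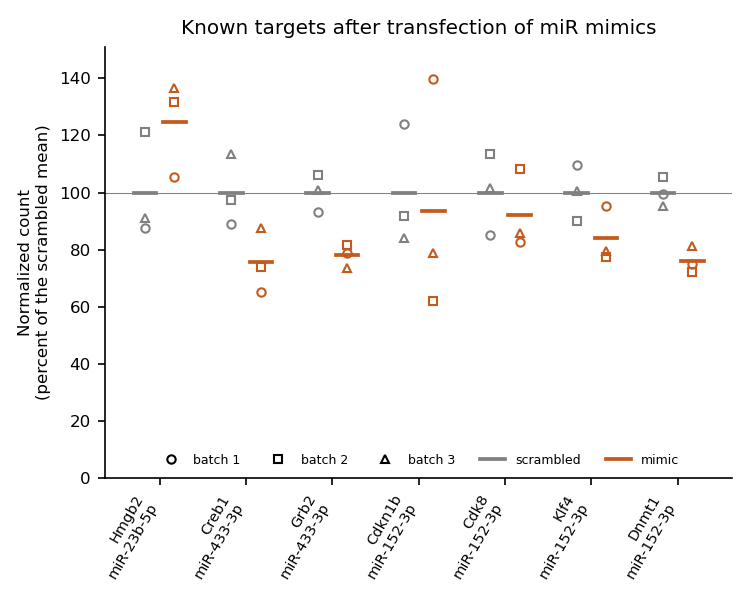
Normalized counts of 7 known targets as percent of the scrambled mean, grey for scrambled and orange for the mimic, with 1 marker per batch and a bar at the mean. Dnmt1 is at 76.1% with miR-152-3p and Hmgb2 at 125% with miR-23b-5p.

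The one-sided p from edgeR was 1.5e-05 for Grb2, 4.3e-04 for Dnmt1, 0.0055 for Creb1, 0.0235 for Klf4, 0.166 for Cdk8 and 0.378 for Cdkn1b. Over all genes only Grb2 had an adjusted p under 0.05.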

Finally, we wanted to test, whether some of the identified miR-mRNA interactions also have an effect on protein abundance. We repeated the transfections with miR inhibitors and mimics for miR433-3p (which targets *Acad8*), miR467e-5p (which targets *Eif4h*) and miR-99a-5p (which targets *Cdk7*) in mESCs and measured protein abundance by immunofluorescence and flow cytometry. For these experiments we used a 5X reagent concentration to increase the expected effect size. In the case of ACAD8 and EIF4h, both miR mimic and inhibitor lead to effects in the same direction, relative to the respective scrambled control (S7 Fig). For ACAD8, both the mimic and the inhibitor caused an increase in protein abundance, while for EIF4H both treatments caused a decrease in abundance. This observation can be explained by other regulatory mechanisms that (over)compensate for the perturbations or secondary effects of the selected miRs. For CDK7, miR-99a-5p inhibition resulted in a strong upregulation of protein abundance, while the miR mimic slightly reduced abundance (Fig 5). This observation is consistent with miR-99a-5p specifically targetting CDK7. As shown above, miR-99a-5p inhibition did not significantly increase *Cdk7* mRNA levels (S5B Fig), which means that regulation occured at the level of translation.

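With the miR-99a-5p inhibitor, Cdk7 mRNA was at 817 ± 19.3 normalized counts and with scrambled at 850.1 ± 95.6 (SD, n = 3). The log2 fold change was -0.06 (standard error 0.09), with a value above scrambled in 1 of 3 batches. In small RNA at 0 h miR-99a-5p was at 6.86 CPM, so that little of it was there to inhibit. The one-sided p for a higher value of Cdk7 with the inhibitor was 0.734 and the adjusted p = 0.856 from edgeR over the pairs. From the protein level of CDK7 (Fig 5), which is not analysed here, and this mRNA result, the paper reasons that the miR acts on Cdk7 at translation.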

**Fig 5:**
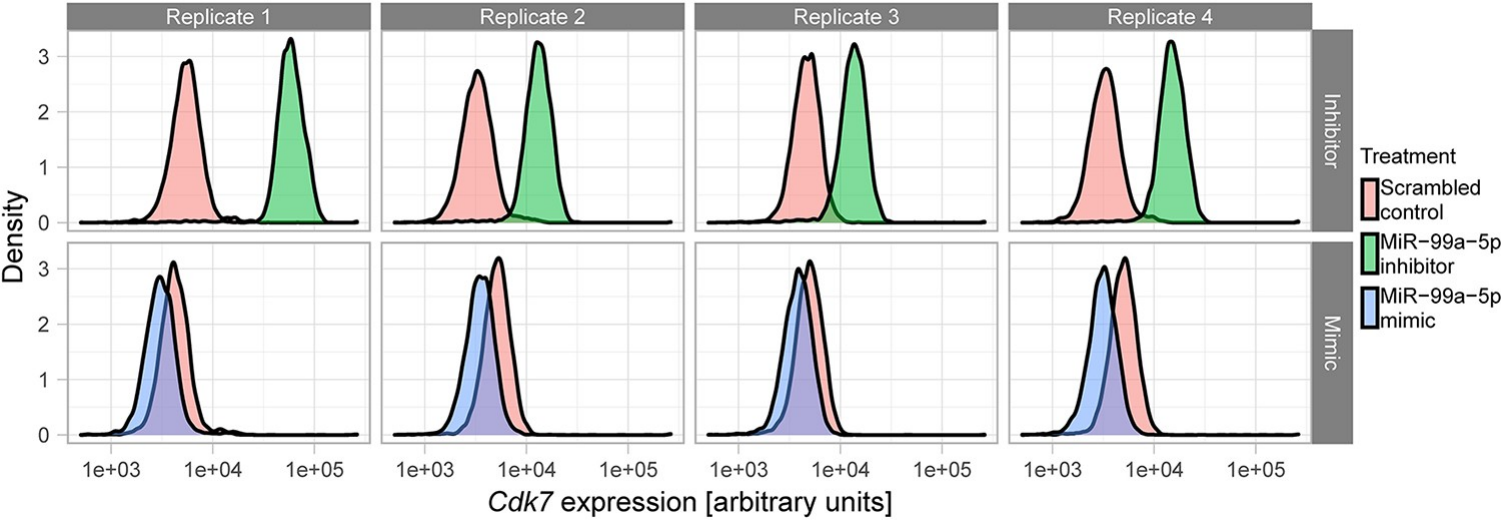
CDK7 protein abundance is regulated by miR-99a-5p in mESCs. Flow cytometry of CDK7 immunostaining in 4 biological replicates of mESCs treated with miR-99a-5p mimic, inhibitor or the respective scrambled controls.

All in all, the validation experiments showed that our model has the power to nominate potential regulators of protein abundance.

## Discussion

In this study we set out to integrate a multi-omics data set on stem cell differentiation. A range of tools for the integration of multiple omics modalities, both at the bulk and single-cell cell level [41,42], already exist. The most recent approaches have started to aim for biologically meaningful integration by incorporating prior knowledge in various ways. For example, biological knowledge can inform priors of Bayesian models or the topology of networks that represent interactions connecting different modalities [43,44]. A third way to exploit biological relationships between data sets, which we adopted in this study, is the use of dynamical models [17–22]. These models incorporate biophysical relationships between different types of molecules in a quantitative way and can also be used to infer kinetic parameters that have obvious biological interpretations^17–22^. We speculate that combinations of the mentioned approaches, exemplified by physics or systems-biology informed neural networks [45,46], will become powerful tools for data integration in the future.

In our time-resolved multi-omics data set we found overall low correlation between mRNA and protein abundance across time. Such low correlation has been observed in several systems, in particular: *Xenopus* development [19], *C*. *elegans* development [47], macrophage differentiation [48], mouse ESC differentiation [49] and the intestinal epithelium [50]. While the lack of strong correlation is typically interpreted as a sign of (post-)translational regulation [47,49], theoretical work showed that a simple delay between mRNA and protein production can lead to a reduction in gene-wise correlation [51,52]. A minimal model with constant kinetic rates explained the protein dynamics of a third of all genes during the stress response in yeast [18] and 75% of genes in *Xenopus* development [19]. In our system, 3552 out of 4580 genes were explained better by this model, compared to a naive model which assumes a constant protein-to-RNA ratio.

To explain the remaining discordance we explored the cytoplasmic fraction of the mRNA, but did not find a strong effect. A possible explanation could be that the nuclear fractionation method we used was not very effective and a substantial amount of cytoplasmic RNA remained in the nuclear fraction. While the mean cytoplasmic fraction measured here (0.82) was comparable to values reported in another study [23] of pancreatic beta cells (0.79) and liver cells (0.87), we observed much lower variability between genes compared to that previous study. This might either indicate that nuclear retention does not play a role in differentiation or that the nuclear fractionation method was not optimal. Intriguingly, Halpern et al. have shown, using single-cell methods and a dynamical model of mRNA turnover and nuclear export, that nuclear retention can reduce the variability of cytoplasmic mRNA abundance [23]. Reduced cytoplasmic noise likely leads to an increase in mRNA-protein correlation. It would be very insightful to employ single-cell methods and test whether similar mechanims are at play in stem cells and during differentiation. Whereas incorporating the cytoplasmic fraction only resulted in a small improvement, a model that includes co-isolation interference was optimal for almost 400 proteins. This result is in agreement with the known, confounding influence of co-isolation interference [27,28].

Overall, our analysis showed that for 16% of the proteins, the naive model is sufficient. From the mRNA abundances alone it is, however, impossible to predict, which genes would fall in this category. These results reinforce the notion that mRNA abundance should not be used without caution as a proxy for protein abundance [53]. Future work might reveal predictors (such as mRNA sequence composition, known binding motifs etc.) that might help to identify the regulatory mode of a particular gene. It will be interesting to see how much of the variance that remains unexplained by our most detailed model (55%) is due to technical noise or unexplored biological factors (regulation of protein degradation, control of protein turnover by RNA binding proteins etc.)

Having defined a simple birth-death model that includes the confounding effect of co-isolation interference, we next explored whether considering miRs could further improve model performance. miRs have been identified as key regulators of stem cell pluripotency and differentiation [29,54]. For example, members of the let-7 and miR-290 families have been implied as drivers of differentiation as well as the maintenance of pluripotency in ESCs [54–57]. To find putative targets of miRs, various computational methods, typically based on sequence complementarity and conservation, have been developed [30,58,59]. These methods predict hundreds of thousands of interactions, among which are likely many false positives. The gold standard for validation, the luciferase assay, is time-consuming, which means that the majority of potential interactions have not been verified. More comprehensive, experimental methods to identify miR-mRNA interactions, such as HITS-CLIP or PAR-CLIP employ crosslinking of the RNA-induced silencing complex (RISC) with associated miRs and their targets, but they can suffer from low sensitivity and require the use of reagents that might perturb cell physiology [60]. Our modeling-based approach might complement these methods in several ways: No special reagents are necessary and miR-mRNA interactions are identified by effect size, which might help to find functionally relevant miRs. Our approach identified several candidate regulators and we were able to validate the repression of CDK7 protein expression by miR-99a-5p. Future studies might reveal the functional relevance of this interaction for the maintenace of pluripotency, differentiation or other aspects of stem cell biology. Once more we would like to stress that the miR effect incorporated in our model is an assumption. Our model is consistent with the finding that miRs tend to repress translation, next to promoting mRNA degradation [61]. Yet, due to the under-constrained nature of the problem, a better fit of a model incorporating the assumed miR effect is not to be taken as evidence that this effect is (exclusively) at play. Our follow-up experiments suggested the presence of additional effects, not considered in our model, that significantly modulate the effect of miR inhibition or overexpression. To demonstrate the postulated regulatory mechanism conclusively, protein translation would have to be measured directly, for example by ribosome profiling or pulse-chase labeling and mass spectrometry [62].

In conclusion, our study demonstrates that biological relationships between datasets can be leveraged for the integration of multi-omics experiments. Developing optimal integration algorithms will be a continuing challenge as more and more types of molecular profiling data become available. We hope that our time-resolved multi-omic dataset will be a rich resource for the discovery of gene regulatory mechanism in stem cell differentiation.

## Materials and methods

### Experimental methods

#### Cell culture

E14 mouse embryonic stem cells were cultured as previously described [2]. Briefly, cells were grown in modified 2i medium [63]: DMEM/F12 (Life technologies) supplemented with 0.5x N2 supplement, 0.5x B27 supplement, 4mM L- glutamine (Gibco), 20 μg/ml human insulin (Sigma-Aldrich), 1x 100U/ml penicillin/streptomycin (Gibco), 1x MEM Non-Essential Amino Acids (Gibco), 7 μl 2-Mercaptoethanol (Sigma-Aldrich), 1 μM MEK inhibitor (PD0325901, Stemgent), 3 μM GSK3 inhibitor (CHIR99021, Stemgent), 1000 U/ml mouse LIF (ESGRO). Cells were passaged every other day with Accutase (Life technologies) and replated on gelatin coated tissue culture plates (Cellstar, Greiner bio-one). During transfections, cells were temporarily cultured in serum+LIF medium (10% ES certified FBS, 1X non-essential amino acids, 0.1mM β-mercaptoethanol, 1X pen/strep, 2mM L-glutamine, 10,000U/ml mLIF, mLIF from Merck, rest from Thermo Fisher Scientific). miR reporter cell line clone selection took place on homegrown mouse embryonic fibroblast feeders.

#### Retinoic acid differentiation and sample collection

Retinoic acid induced differentiation was carried out exactly as described before [Semrau:2016fu]. Prior to differentiation cells were grown in 2i medium for at least 2 passages. Cells were seeded at 2.5e5 per 10 cm dish and grown over night (12 h). Cells were then washed twice with PBS and differentiated in basal N2B27 medium (2i medium without the inhibitors, LIF and the additional insulin) supplemented with 0.25 μM all-trans retinoic acid (RA, Sigma-Aldrich). Spent medium was exchanged with fresh medium after 48 h. To collect samples, cells were dissociated with Accutase and spun down. Full RNA and cytoplastmic/nuclear RNA were always immediately extracted (RNeasy, Qiagen and SurePrep, Fisher Scientific, resp.) and the purified RNA was stored at -80C until RNA-sequencing was performed. For proteomics and miR-sequencing, pellets were flash frozen in liquid nitrogen and stored at -80C until further processing.

#### Cloning

The miReporter backbone (AddGene, Plasmid #82478) was transformed into DH5a competent cells (Cat. 18265017, Thermo Fisher Scientific) as per manufacturer’s instructions. Then, transformed cells were expanded and plasmids harvested by miniprep (Qiaprep, Qiagen). A set of two oligos was synthesized for each of the two reporter cell lines: miR-590-3p-fwd: 5’-GATCG TAATTTTATGTATAAGCTAGT AAGCTTC-3’, miR-590-3p-rev: 5’-CTAGGAAGCTT ACTAGCTTATACATAAAATTA C-3’, miR-292a-5p-fwd: 5’-GATCG ACTCAAACTGGGGGCTCTTTTG AAGCTTC-3’, miR-292a-5p-rev: 5’-CTAGGAAGCTT CAAAAGAGCCCCCAGTTTGAGT C-3’ (Integrated DNA Technologies, see S4A Fig). Pairs of oligos were annealed and phosphorylated in a thermocycler: 30m at 37°C, 5m at 95°C, for 12 cycles (1μM fwd oligo, 1μM rev oligo, 1X T4 buffer, 1U/μl T4 Polynucleotide Kinase; buffer and enzyme from New England Biolabs). Next, backbone digestion and ligation was performed in one step in a thermocycler, which was facilitated by the ligated inserts destroying the restriction sites for the enzymes (S4A Fig): 5m at 37°C, 5m at 23°C, for 12 cycles (1:2500 dilution of phosphorylated oligo duplex, 2.5ng/μl backbone, 5% v/v DTT, 0.15U/μl BamHI, 0.5U/μl NheI, 1U/μl T4 ligase, 1X restriction buffer; T4 from New England Biolabs, rest from Thermo Fisher Scientific). Plasmids were then amplified in the same manner as the backbone: Plasmids were transformed into DH5a cells, which were then expanded and used for midiprep extraction (Plasmid Midi, Qiagen).

#### miReporter cell line creation

miReporter-590-3p and miReporter-292a-5p plasmids were transfected into ESCs with lipofectamine 3000 (Thermo Fisher Scientific) as per manufacturer’s instruction. Briefly, 125μl DMEM (Sigma-Aldrich) was mixed with 5μl lipofectamine 3000 and vortexed briefly. Separately 125μl DMEM was mixed with 5μl p3000 reagent and 5μg of plasmid and also briefly vortexed. Both mixtures were combined and incubated at room temperature for 5 minutes to create DNA-lipid complexes. 2i medium was removed from pre-seeded ESCs at a confluency of about 70–90% and replaced with serum+LIF medium. DNA-lipid complexes were added to the medium for 24 h. Medium was then aspirated, cells washed twice with PBS, and cells were left to grow for two days in 2i. Transfected cells were selected by hygromycin (100 μg/ml in 2i) for three days. Single clones were selected differently for the two miReporter cell lines. Double-positive, single cells of the miReporter-590-3p cell line were sorted by fluorescence-activated cell sorting in 96-well feeder-coated plates and expanded thereafter. miReporter-292a-5p cells were sparse after passage and single colonies with double-positive cells were picked by hand using a benchtop microscope and a 200μl pipette. Double positive colonies were left to expand on feeders in 48-well plates. Clones were grown for at least two passages to ascertain the stability of the transfection. Reporter activity was confirmed by flow cytometry.

#### miR mimic and inhibitor transfection

Pre-miR miRNA Precursors (Thermo Fisher Scientific) were used as miR mimics. These double stranded RNAs are designed to be processed by the cell to result in mature miRs. miRCURY LNA miRNA Power Inhibitor (Qiagen) was used for miR inhibition. This reagent blocks miRs by complementary binding to the mature miR with high affinity (due to the presence of LNA bases). mESCs and both miReporter cell lines were transfected with miR mimic and inhibitors in identical fashion. See S2 Table for a list of all miR reagents. Cells were seeded in 2i medium 48 h prior to transfection in 12-well plates. Half an hour before transfection, the culture medium was replaced by 500 μl of 2i medium supplemented with 10% FBS to allow the cells to flatten. Lipid complexes (Lipofectamine RNAiMax, Thermo Fisher Scientific) were prepared at the ratios recommended by the manufacturer but siRNA was replaced with either miR mimic or miR inhibitor. miR inhibitor, pre-miR or negative control stock (10 mM), were mixed with 3 μl of Lipofectamine RNAiMax solution and KO DMEM medium to a total volume of 75 μL. We considered 100 nM of mimic/inhibitor in this mixture a 1X concentration. The obtained transfection mix was incubated for 5 min at RT before being added to the cell medium. After 24h (or 48h for the 2X inhibitor experiments on the miReporter cells), the transfected cells were collected and fixed in 4% PFA for 15 min at 4°C. See also section ‘flow cytometry’.

#### RNA and miR sequencing

RNA sequencing libraries were prepared using Illumina’s TruSeq stranded mRNA sample preparation kit. The stranded single end libraries were sequenced on an Illumina HiSeq with 40bp reads and average read depth of 40 million reads per sample. Paired-end libraries for RNA sequencing were sequenced on an Illumina NextSeq 500 with 150bp read length per strand and a read depth of 10 million reads per sample. miRs were extracted from frozen pellets using miRNeasy (Qiagen) kit. Libraries for small RNA sequencing (miR sequencing) were prepared using NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs) and were sequenced on an Illumina NovaSeq 600 with 150bp paired-end reads and read depth between 4 to 15 million per sample. All sequencing data is available through GEO.

#### Mass spectrometry

Pelleted cells were lysed in 400 μl RIPA buffer, except for the sorted cells. Volumes of cell lysate corresponding to 100 μg protein per sample were digested with trypsin using a modified FASP protocol [64]. Subsequently each sample was labeled with TMT 10-plex, 6-plex or 11-plex reagent (Thermo Fisher)) according to the manufacturer’s protocol. All labeled samples were combined into a set-sample. Which labels were assigned to each sample is specified in the specification table. The labeled set-sample was fractionated by electrostatic repulsion-hydrophilic interaction chromatography (ERLIC) run on an HPLC 1200 Agilent system using PolyWAX LP column (200x2.1 mm, 5 μM, 30nm, PolyLC Inc, Columbia, MD) and a fraction collector (Agilent Technologies, Santa Clara, CA). Set-samples were fractionated into a total of 40 ERLIC fractions. Each ERLIC fraction was subsequently further separated by online nano-LC and submitted for tandem mass spectrometry analysis to both LTQ OrbitrapElite or Q exactive high field (HF). One third of each fraction was injected from an auto-sampler into the trapping column (75 um column ID, 5 cm length packed with 5 um beads with 20 nm pores, from Michrom Bioresources, Inc.) and washed for 15 min; the sample was eluted to analytic column with a gradient from 2 to 32% of buffer B (0.1% formic acid in ACN) over 180 min gradient and fed into LTQ OrbitrapElite or Q exactive HF. The instruments were set to run in TOP 20 MS/MS mode method with dynamic exclusion. After MS1 scan in Orbitrap with 60K resolving power, each ion was submitted to an HCD MS/MS with 60K resolving power and to CID MS/MS scan subsequently. All quantification data were derived from HCD spectra.

#### Flow cytometry

Cells were harvested for flow cytometry by washing with PBS and dissociation using Accutase (Sigma-Aldrich). Detached cells were washed and resuspended in 2i. Cells were fixed in 4% paraformaldehyde in medium (Cat. 43368, Alfa Aesar) for 15 min at room temperature. Cells were then centrifuged and the supernatant was removed. In the case of immunostaining, the cells were permeabilized in 1X PBS supplemented with 0.3% Triton X-100 and 1% BSA for 1h at RT and immunostained for CDK7, ACAD8, or EIF4H respectively. Cells were resuspended in 1% BSA (Cat. A2153, Sigma-Aldrich) in PBS and stored at 4°C until the measurement. The fixed cells were measured on a BD LSRFortessa X-20 or LSRII. For the miReporter lines, forward and side scatter were measured as well as Citrine fluorescence (488nm laser, 530/30nm emission filter) and mCherry fluorescence (561nm laser, 610/20 emission filter). For the immunostaining experiments, antibody fluoresccence was using appropriate filter sets.

### Computational methods

#### RNA-seq data pre-processing

Genome assembly mm10 release 93 from Ensembl was used for alignment. First, an RSEM (v1.3.1) reference was created with default settings. Adapter and quality trimming was performed with Trimmomatic (v0.38). Finally all reads were aligned with STAR (v2.6.1a) with the option for stranded libraries enabled. Expected counts from RSEM were used as input for DESeq2 (v1.26) to obtain regularized log_2_ counts with stabilized variance to make comparisons between samples more reliable. From these values regularized counts were obtained and used for all further analyses and as input for batch correction. For the miR transfection samples, genes were required to have expression counts larger than 20. Additionally, sample 3 of the miR-100p-5p mimic was excluded due to low complexity. DESeq2 was used to identify differentially expressed genes and obtain log_2_ fold-changes. For the mimic experiments, 20 genes were differentially expressed between the scrambled control and no treatment control: *Ankmy2*, *B230219D22Rik*, *Col26a1*, *Cyld*, *Elmo3*, *Fam98b*, *Gm9008*, *Med19*, *Mipol1*, *Mmachc*, *Pptc7*, *Psat1*, *Rap1b*, *Rdh13*, *Rfc4*, *Serp1*, *Snx6*, *Srgap3*, *Tjp2* and *Tmem132a (FDR = 0*.*10)*. These 20 genes were excluded from all other comparisons. No genes were differentially expressed for the inhibitor transfections.

#### Combining P-values

To combine p-values we used Fisher’s method which makes use of $T=-2\;\sum_{i=1}^{k}ln(p_{i})∼X_{2k}^{2}$ where *p_i_* are the probabilities, *k* is the number of tests and *T* is chi-square distrubuted with 2*k* degrees of freedom.

#### Proteomics data pre-processing

Peptide search was performed on peptides identified in full RNA-seq data to increase specificity of the protein quantification with MaxQuant. Proteins were quantified from the peptide measurements in the evidence.txt outputs. Reversed peptides and contaminants were removed. Each column in the file was then normalized to the mean. Some peptides for some samples were quantified multiple times, due to multiple mass-spectrometry runs or multiple TMT tags in the same sample mix. These values were averaged. Multiple peptides assigned to a single ensembl gene ID were also averaged to obtain normalized protein expression, which was used for batch correction.

#### RNA-seq and proteomics batch correction

Global expression differences in protein and RNA expression between replicates were corrected using the RemoveBatchEffect function from limma (v3.42.2). The function was applied to the protein and totalRNA datasets separately for three batches: the first replicate, the second replicate and two samples that replaced failed samples of the first replicate. The resulting batch-corrected values were used as input for further analysis.

#### miR-seq data pre-processing

For alignment of miR-seq data we used the same genome release as above with miRnome release 22.1 from miRBase using the mature miR sequences. To prepare the reads we performed adapter and quality trimming with Trimmomatic and obtained a consensus forward sequence using both the forward and reverse read and PEAR (v0.9.6). We next ran bowtie-prepare from bowtie (v1.0.0–1). Finally we quantified each sample with the mapper.pl and quantifier.pl scripts from mirdeep2 (v2.0.1.2). The obtained counts were processed the same way as the RNA-seq data, but separately.

#### Flow cytometry data analysis

Live cell gating and all other analysis of the flow cytometry data was achieved using custom R scripts (FlowCore v1.52.1 [65]). To determine relative down- or upregulation of Citrine expression in the miReporter lines, we calculated the ratio Citrine/mCherry for each cell in the mimic/inhibitor assays and scrambled controls. For the mimic experiments, miReporter downregulation was considered succesfully if the Citrine/mCherry ratio was lower than the 1^st^ percentile of of the signal in miReporter cells transfected with the scrambled control mimic. For the inhibition experiments, miReporter upregulation was considered succesfully if the Citrine/mCherry ratio was higher than the 99^th^ percentile of of the signal in miReporter cells transfected with the scrambled control mimic.

#### Identification of putative miR-mRNA interactions

Putative miR-mRNA interactions were identified with TargetScanMouse release 7.1. The "miR family" table was filtered for expressed miRs and expressed RNAs. Next, all interactions with a cumweightscore lower than -0.3 were filtered out. Finally, to keep only miRs with high dynamics over the time course and high reproducibility the Coefficient of variation (CV) across the mean miR expression of each time point and the mean of the CV’s across the biological replicates was calculated for each miR. A gaussian mixture model was fit to these to values using mclust (v5.4.6), where each distribution has an equal diagonal shape, but with varying volumes ("VEE" modelNames option). Only miR-mRNA interactions from cluster 1 were used because they fit our criteria for high variance and high reproducibility (S1I Fig). The final putative list of miR-mRNA interactions comprised 560 miRs and was used in the miR clustering and model fit (see below).

#### miR clustering

To cluster miRs into sets of similar temporal profiles, miR expression was first averaged per time point. A miR to miR distance matrix was created with 1–Pearson correlation on log_2_-transformed values as the distance. This matrix was then used to perform hierarchical clustering with complete linkage (base R) and the resulting dendrogram was cut into 6 clusters.

#### Calculation of the cytoplasmic fraction (C-fraction)

To obtain a per-gene cytoplasmic fraction a global scaling factor between cytoplasmic and nuclear sequencing reads had to be determined due to input normalization at the library preparation step. For this procedure, genes that had any raw count lower than 10 in any of the samples were removed. Then, the top 500 genes with the lowest variance were fit with the following linear model: $R_{tot}=\beta_{c}\cdot R_{c}+\beta_{n}\cdot R_{n}$, where R_tot_ is total RNA, *R*_*c*_ is cytoplasmic RNA and *R*_*n*_ is nuclear RNA. For each RNA sample regularized log_2_ counts were used. The beta parameters that map cytoplasmic and nuclear values to total RNA values were 0.815 and 0.183 respectively. For each gene *g* the C-fraction was then calculated by:

$$C^{g}=\frac{\beta_{c}\cdot R_{c}^{g}}{\beta_{c}\cdot R_{c}^{g}+\beta_{n}\cdot R_{n}^{g}}$$

#### Rate model fitting

Several rate models were fit for every gene for which data from each measurment modality was available (S1E Fig). RNA and protein expression were scaled by dividing each by the average expression across time. Next a smoothing spline (smooth.spline function, base R) was applied to the total RNA data for each replicate with 7 degrees of freedom (DF). DF was fixed because the automatic inferrence of DF by smooth.spline sometimes sometimes lead to the oversimplification of RNA dynamics and thereby bad fits at the protein level if the protein had more dynamics than the resulting spline. Therefore, a fit was deemed more conservative, if high dynamics were forced at the RNA level at the cost of introducing some noise. smooth.spline was used determine the DF for all other smoothing spline fits using leave-one-out-cross-validation. Smoothing splines fit to the C-fraction were multiplied with the smooth total RNA to get smooth cytoplasmic RNA. miRs that were assigned to each gene were first averaged over replicates and then divided by the miRs maximum value. Smoothing splines were fit to each miR and the smooth miR profiles for each miR cluster were averaged. The differential equations were solved using deSolve (v1.28), given a rate model, parameters, total cytoplasmic RNA and a miR cluster. Instead of using *k*_*s*_ and *k*_*d*_ directly as parameters, log_2_(k_prod_) and log_2_(k_div_), with k_prod_ = k_s_ · k_d_ and k_div_ = k_s_/k_d_, were used as parameters to increase the robustness of the optimization. An additional fit parameter not mentioned in the main text was, P_0_, the protein concentration at t = 0 h, which was used to allow for measurement error on the protein abundance. The parameter *ci* was constrained to be between 0 and the minimal observed protein expression, as co-isolation interference cannot exceed the measured values. α was constrained to be between 0 and 1. Since both α and miR expression scaled to the maximum across time cannot exceed 1, translation can only be completely repressed at peak miR cluster expression. Optimal parameters were found using the optim function (base R). Sum of squared residuals (SSR) were minimized using the "L-BFGS-B" method of the optim function. For the models described by Eqs 2 and 3, there was an initial optimization step minimizing SSR + 10 · log_2_(k_div_) · 2. Due to the scaling of RNA and protein, log_2_(k_div_) is expected to be close to 0 so we penalized any divergence from the expected value to get a better estimate for log_2_(k_prod_) first,. Without the initial regularization, the fits sometimes resulted in extreme parameter values. The resulting parameters were used as initial values for the final unpenalized fits. The Bayesian Information Criterion (BIC) was used to compare models with different numbers of parameters: BIC = k · ln(n)– 2 · SLL, where k is the number of parameters, n is the number of samples, and SLL the sum of log-likelihood. k is 0 for the naive model, 3 for Eqs 1 and 4 for Eqs 2 and 3. n = 8, the number of time points. The error of the fits was assumed to be normally distributed in order to calculate the SLL. When comparing models, the model with the lower BIC was considered superior.

## Supporting information

S1 Fig Quality control of full, cytoplasmic and nuclear RNA-seq; miRNA sequencing and proteomics. (A) Total number of reads for all sequencing samples. (B) Distribution of the number of peptides used for the quantification of each protein. (C) Number of detected genes or miRs in each sample. Individual replicates are plotted as separate bars in (A, C). (D) Distribution of miR-mRNA interactions per gene. (E) Euler diagram of all gene sets. The "miRNA" set indicates genes with predicted miR interaction and the "clean" set is a subset of genes without missing values in either RNA or protein. 53 genes are in the set RNA&Protein&Clean (no miR-mRNA interactions), 13 genes are in the set RNA&Protein (no miR-mRNA interactions, and some genes have missing values). (F) Correlation of temporal mRNA or protein profiles between the two replicates. Shown are distributions of Pearson’s r across all measured mRNAs or proteins. Batch correction improves the correlation between replicates for the mRNAs. (G) Distribution of the mean cytoplasmic fraction (C-fraction) per gene. (H) Coefficient of variation of C-fraction per gene. (I) Gaussian mixture model based clustering of miRs to select a cluster with high reproducibility across replicates and high variance across time (cluster 1), see Methods.
(TIF) Click here for additional data file.

S2 Fig Model performance comparison with Pearson’s r. (A-D) Pearson’s r distribution of various kinetic models. Corresponding R^2^ distributions are shown in Fig 1. (E) R^2^ distributions of the *cytoplasmic RNA* and *ci* model for all genes. The R^2^ distribution of the subset of genes that are best fit by the *ci* model is shown in Fig 1I. (F) Pearson’s r distribution of the *miR* model and the next best model (either *naive*, *total RNA*, *cytoplasmic RNA* or *ci*). Only genes that are best fit by the *miR* model are shown. Corresponding R^2^ distributions are plotted in Fig 2D.
(TIF) Click here for additional data file.

S3 Fig Candidate miR-mRNA interactions for six genes. Example fit of the miR model for genes *Cdk7*, *Pccb*, *Acad8*, *Mfge8*, *Eif4h* and *Srgap2* (rows). First column: expression of the assigned miRs of a single cluster. Colored lines are individual smoothing spline fits. Second column: Cytoplasmic RNA expression and the effective RNA concentration available for translation (see Methods). Solid lines represent smoothing splines. Third/fourth column: cyRNA and miR model fits.
(TIF) Click here for additional data file.

S4 Fig Dose and timing for miR mimic and inhibitor transfection experiments can be obtained using fluorescent reporters of miR activity. (A) miReporter plasmid, inserts and digestion sites (BamHI and NheI). The insert overhangs are compatible with BamHI and NheI, but block redigestion. See Methods for full cloning strategy. (B) Inhibition of the miR-590-3p reporter transcript by the miR-590-3p mimic for seven time points as measured by flow cytometry. The asterisk indicates the optimal transfection timing shown in D (24h). (C) Fluorescence signal of miR-590-3p reporter for miR-590-3p mimic or scrambled control at optimal transfection conditions. Blue line indicates 1st percentile of reporter/normalizer ratio of the scrambled control. (D) Reduction of inhibition of the miR-292a-5p reporter transcript by the miR-292a-5p inhibitor for three time points at three transfection concentrations as measured by flow cytometry. The asterisk indicates the optimal transfection timing shown in E (2days, 2X). (E) Fluorescence signal of miR-292a-5p reporter for miR-292a-5p inhibitor or scrambled control at optimal transfection conditions. Blue line indicates 99th percentile of reporter/normalizer ratio of the scrambled control.
(TIF) Click here for additional data file.

S5 Fig Differential expression of predicted targets after miR mimic and miR inhibitor transfection. (AB) Expression levels (regularized counts scaled to scrambled control) of *Cdk7*, *Leo1*, *Mfge8*, *Pccb*, *Rab8a*, and *Srgap2* after miR mimic (A) and miR inhibitor (B) transfection. P-value shown is for an uncorrected one-sided test (see Methods). Differential expression of two more targets is shown in Fig 4C. Note that *Leo1* was not predicted to be regulated by miR-216a-5p and is included as a negative control.
(TIF) Click here for additional data file.

S6 Fig miR mimic and miR inhibitor versus control fold change distributions. Expression fold changes relative to scrambled control after nine different miR mimic and inhibitor transfections separately for six of our proposed targets. The boxed genes are our proposed targets. Red color indicates significantly differentially expressed genes (P_adj_ < = 0.01). Note that *Leo1* was not predicted to be regulated by miR-216a-5p and is included as a negative control.
(TIF) Click here for additional data file.

S7 Fig miR mimics and inhibitors cause effects in the same direction on ACAD8 and EIF4H protein abundance. Flow cytometry of ACAD8 and EIF4H immunostaining in 3 biological replicates of mESCs treated with miR-433-3p or miR-467e-5p mimics, inhibitors or the respective scrambled controls.
(TIF) Click here for additional data file.

S1 Table List of candidate interactions. (XLSX) Click here for additional data file.

S2 Table List of miR reagents. (XLSX) Click here for additional data file.

S3 Table List of RNA-seq samples. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

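Files of processed counts were used from RA differentiation of E14 mESCs: total RNA (14 libraries of unsorted cells and 2 of sorted cells), nuclear and cytoplasmic RNA (24 libraries each), small RNA (32 libraries), and RNA after transfection of miR mimics and of inhibitors (48 libraries each). The RNA values are expected counts, which the authors estimated with RSEM and deposited without scaling, and they were rounded to whole numbers here. Single-end total RNA was aligned with Bowtie2 2.2.6 and quantified with RSEM 1.2.28 on mm10, with an Ensembl release that is not given for these libraries. The paper's methods name Ensembl release 93 and STAR for its RNA-seq reads and do not set the single-end libraries apart. Paired-end total RNA, fractions and transfections were trimmed with Trimmomatic 0.38, aligned with STAR 2.6.1a and quantified with RSEM 1.3.1 on mm10 and Ensembl release 93. The small RNA values are counts of reads per miR, which the authors made with miRDeep2. A further table of counts in coding sequence (CDS) and 3' UTR for total RNA holds whole numbers from a tool that is not given in the sources used here.

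Depth per library is given with each experiment. On simulated counts with the dispersion of these data, the tests recovered 34.8% of 4-fold changes and no 2-fold changes in total RNA at 96 h against 0 h, 91.0% of 2-fold changes between nuclear and cytoplasmic RNA, 71.6% in cytoplasmic RNA over time, 5.97% in miRs, 22.4% with a mimic and 82.1% with an inhibitor. The mimic simulation held 12491 genes, against 12502 in the test of scrambled against no treatment. Its recovery need not be that of the reported mimic fit.

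Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Genes needed a mean count above 10 over the fitted libraries, or above 20 for transfections. Adjusted p-values are by Benjamini and Hochberg, with a threshold of 0.05, of an unadjusted one-sided 0.05 for predicted and known targets, of 0.01 for other single genes after transfection, and of 0.10 for scrambled against no treatment. Gene lists (37, for cell types, pathways, compartments, miR families and the genes the paper names) were tested with camera of limma 3.58.1, at a preset correlation of 0.01 and at an estimated one. Named genes are those with the largest change among genes past the threshold with a mean count of at least 50 that changed alike in every replicate, 10 per direction and 3 per direction for a transfection, together with the genes the paper names. Markers of fibroblasts, trophoblast, mesoderm and 2-cell-like cells were among the lists. Where runs or batches pair the libraries, each test was repeated with the run or batch as a block.

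The cytoplasmic fraction C was computed from regularized log2 counts of genes with at least 10 counts in every library. Total RNA was regressed on both fractions over the 500 genes of lowest variance. Weights of 0.7 and 0.3, simulated, came back as 0.697 and 0.303. The miRs were selected with a mixture model of mclust 6.1.1 and clustered by complete linkage on 1 minus Pearson's r. Words of 7 bases (6 and 8 as alternatives) in the 3' UTRs of GENCODE M21 were ranked by the difference in log2 fold change between genes with and without them. Combined p-values are by Fisher's method, and were compared with 10000 draws of genes from the 100 nearest in expression. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

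Comparisons, gene lists, thresholds and alternatives were fixed before the data were examined, and those added later are named in the closing section. Alternatives were DESeq2, its size factors, no filter or a stricter one, the block, each library left out in turn, other references for the transfections, and other scales, gene numbers and minimum counts for C. Sorted libraries were left out of the tests, since there is 1 of each kind. Protein, reporter and flow cytometry data and the kinetic models are not analysed here.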

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

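Tests on the long genes lowered by inhibitors were chosen after the result was seen, and so were the setting without the 48 h libraries and the other settings of the 3' UTR share. The other tests here were planned. Of 48 groups of 4 small RNA libraries that were examined for a library far from the others, 6 held one, and chance gives about 1 in 20.

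At 48 h, 12 genes, among them Hmga2, Foxp1 and Klf9, had a nuclear to cytoplasmic difference unlike that of other time points, by a test of the change over time. Their median excess at 48 h was 1.07, against 0.0521 for genes matched to 11 of them on GC content and 3' UTR length. The 12 genes were chosen for such a change and the matched genes were not, so that this comparison leaves both open as causes. The 12 genes have a lower GC content (median 44.0% against 50.5%) and longer 3' UTRs (2964 against 1010.0 bases) than all genes. Across genes, the excess correlated with GC content by -0.214 and with log10 3' UTR length by 0.102. Across genes at 48 h, the difference correlated with GC content by -0.379 in run 7, but by 0.134 in run 5 and 0.223 in run 6. In run 7 a part of the 48 h difference may thus go with GC content, while in runs 5 and 6 the sign is the opposite. These values are for the difference and not for its excess over other time points. The excess was 0.988, 0.691 and 1.60 in the 3 runs. Since the genes were chosen against the spread between these runs, this leaves a single run open. Of 30 splits of the libraries, 2 gave as many genes, and the highest of the others gave 328, so that chance is not excluded and the count points to a structure of the samples. A lower yield of the 48 h nuclear libraries and nuclear retention at 48 h stay open and were not tested.

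After inhibitor transfection, 45 genes were lower that the paper does not name, though Fig 4D and S6 Fig plot fold changes after the transfections, and 32 of them are in the longest decile of genes. A 12-base stretch of the miR stood in the unspliced transcript of more of them than in genes of like length (share of draws 0.0042), so that pairing of the inhibitor with unspliced transcripts may contribute. By inhibitor, among the lower genes only miR-1946b had such an excess (15 of 15 genes, 11.1 expected, share of draws 0.0084), and miR-23b-5p, with the most lower genes, had 9 of 23 (5.55 expected, 0.0687). Over all genes with the stretch, the mean log2 fold change was below that of genes of like length for miR-23b-5p (-0.099), miR-152-3p (-0.042), miR-1946b (-0.033) and miR-5615-3p (-0.016). The share of draws was 1e-04 for each of these, and above 0.05 for the other inhibitors. Genes with the reverse complement were lower too for miR-23b-5p (-0.047), miR-1946b (-0.009) and miR-5615-3p (-0.008). A trend with length shared by all genes stays open. The Spearman correlation of length with log2 fold change was lowest for the inhibitors of miR-135b-3p (-0.337) and miR-1946b (-0.252), which have lower genes, while it was -0.239 for that of miR-5615-3p, which has none, and -0.0958 for that of miR-23b-5p, which has the most. The biological effect of the inhibited miR on these genes was not tested.

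Far from the other 3 libraries of their time point, 901 mature miRs were detected in 1 library at 48 h (others 1105 to 1114) and 551 in 1 at 72 h (others 1142 to 1197). Both are of run 7, which had the fewest at every time point from 6 h to 96 h (551 to 979), and the one at 72 h is the shallowest of the 32. In the same way, miR-10a-5p was at 71700 CPM in 1 library at 96 h (others 12706 to 18812) and miR-9-5p at 2136.2 (others 476 to 632). At 0 h miR-152-3p was at 2629.6 in 1 library (others 717 to 864) and miR-302b-3p at 766.55 (others 4726 to 5447).

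In the sorted cells, which the paper does not analyse in these counts, the median log2 ratio of the XEN-like to the ectoderm-like library was 0.93 for XEN genes and -2.60 for neuroectoderm genes (1 library each). These libraries are named by their titles, and the sorting gates in their labels are the reverse of those that the protocol gives for these cells. In the table of CDS and 3' UTR counts, also not analysed in the paper, 174 genes had a higher and 74 a lower 3' UTR share at 96 h, against 54 and 69 with DESeq2 size factors and 29 and 43 without 96 h replicate 1, so that the balance depends on the scaling and on 1 library. The 3' UTR counts of that table correlated with the gene counts by r = 0.201 to 0.291, and the CDS counts by 0.752 to 0.808. Pou5f1 had 16 3' UTR counts at a gene count of 39677 in 1 library at 0 h, and Nanog 8512 at a gene count of 48 in 1 at 96 h, so that the columns need not hold what they name and the share need not be one of 3' UTRs.

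Other splits of the same libraries gave fewer genes than the real one for nuclear against cytoplasmic RNA (3677, highest other 412, 1 of 30 as large). They gave fewer miRs at 96 h against 0 h (187, highest other 23, 1 of 35) and over time (208, highest other 140, 1 of 100). Under such splits, chance is excluded for these. For miRs at 96 h against 0 h, the splits exchange libraries across runs, while libraries of a run deviate alike (mean r of 0.294 to 0.801). Exchange within runs alone was not tested. The following have 10 splits, too few for a share under 0.05. Cytoplasmic RNA at 96 h against 0 h gave 7902 genes (highest other 0). With each mimic fitted alone with scrambled, 0 genes were lower (highest other 3, edgeR) and 1 higher (highest other 0), and 5 predicted (highest other 1) and 4 known targets (highest other 1) passed. Scrambled against no treatment gave 0 (highest other 6 for mimics and 29 for inhibitors). With each inhibitor, 4 genes were lower (highest other 276) and 6 higher (highest other 183), with 2 of 10 splits as large, and 0 predicted targets passed (highest other 2). The splits with 276 and 183 genes point to a structure of the samples.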

How the results depend on the processing

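Settings without the 48 h libraries, with protein-coding genes alone, without the second miR-1946b library, without the run 1 libraries at 36 h or 48 h, with C from regularized counts, and all those of the 3' UTR share were chosen after the data were seen. Over 500 changes of single genes, miRs and pairs, 4973 of 5598 values stayed on their side of the threshold (96 of them with a change of sign where neither value passed), 471 lost and 152 gained the call, and 2 reversed: without 0 h replicate 1, Zscan4c was at 2.36 and Zscan4f at 3.25 (-1.81 and -1.49 without 0 h replicate 2). Unless the setting itself tests fewer genes or libraries, the cause was not tested. With the block none of these single changes lost its call, while of time-dependent nuclear to cytoplasmic differences 7 passed in place of 12. Those that gained it were, in total RNA, Mixl1, Tfap2c, Atf4, Hspa8, Hsph1, Trp53inp1, Sesn1, Rpl12, Rpl30, Rpl5, Rpl37, mt-Co3, mt-Nd3, mt-Nd1, mt-Atp6, Cox7c, Ndufs1, Uqcrc1 and Klf4 (lower) and Eda2r, Cyp51, Neat1, Tnrc6a, Creb1 and Cdkn1b (higher), Cdkn1b between the fractions (0.12), Tcstv3 in cytoplasmic RNA (0.89), miR-152-3p over 96 h (0.94), Creb1 with the miR-433-3p inhibitor (0.28), and those given at the claims.
With the block, lower genes in total RNA were 3624, time-dependent nuclear to cytoplasmic differences 7, miRs lower 194 and changed over time 427, mimic calls 374 lower and 271 higher, and inhibitor calls 220 and 175. With a count minimum in every library, lower genes were 1383, over 2-fold nuclear 5 and cytoplasmic 0, miRs 33 higher, 33 lower and 78 over time, and genes of higher 3' UTR share 39. With DESeq2, time-dependent differences were 150, mimic calls 253 and 120, inhibitor calls 128 and 77, scrambled against none 4 and 3' UTR share higher 59 (54 with its size factors). Without a filter, the median r of profiles was 0.711, over 2-fold genes 238 and 57, time-dependent 521, mimics higher 59, inhibitors 77 and 191, scrambled against none 1 and 4, and 3' UTR share 73 higher and 189 lower. All 14 libraries of total RNA gave 3913 higher and 3330 lower.
The median r was 0.788 with rlog, 0.793 and 0.784 with pseudocounts 0.25 and 5, 0.806 above 100 counts, 0.790 at 24 to 48 h, and 0.861 and 0.892 without the run 1 library at 48 h or 36 h. Those at 24 to 48 h and without a run 1 library rest on fewer time points and cannot be compared with the others. Without 48 h libraries no gene was time-dependent (0, edgeR), and among protein-coding genes 27 were over 2-fold nuclear.
Mean, SD and median CV (%) of C were 1, 0 and 0 by non-negative least squares, 0.754, 0.0227 and 2.40 on the linear scale with equal weights, 0.742, 0.00693 and 0.655 from log2 CPM, 0.619, 0.00487 and 0.334 with separate rlog, 0.658, 0.00251 and 0.311 with 100 genes, 0.720, 0.00226 and 0.254 with 1000, 0.724, 0.00256 and 0.289 at 1 count, 0.7495, 0.00209 and 0.223 at 50, 0.687, 0.00240 and 0.284 after set removal, 0.721, 0.00225 and 0.253 without run 1 at 36 h and 48 h, and 0.739, 0.0134 and 1.51 from regularized counts.
Detected miRs were 781.0 at 5 counts, 675 at 10 and 849.6 when thinned, and selected miRs 846 from CPM and 31 above a mean of 10. The Rand index was 0.722 with log2 CPM, 0.623 with average linkage and 0.705 over all miRs. With 8-base words, 2 mimics had their own site first.
Mimics called 17 higher genes against no treatment, 222 lower against their set, 0 and 1 when fitted alone, 65 higher with the 20 listed genes kept, 281 and 130 without the second miR-1946b library, and 23 and 389 with the third miR-100-5p library, when 2 predicted and 2 known pairs passed. Inhibitors called 120 and 175 against their set, with 1 predicted pair, and 4 and 6 when fitted alone.
Leaving out 1 replicate gave 1551 to 2453 higher and 902 to 1930 lower genes in total RNA (lowest without 96 h replicates 2 and 1), 964 to 1815 nuclear and 1161 to 2289 cytoplasmic genes (lowest without cytoplasmic replicate 6), over 2-fold 57 to 123 and 8 to 91, and time-dependent 0 to 107 (extremes without cytoplasmic replicates and without nuclear replicate 7). It gave 60 to 150 miRs higher, 45 to 131 lower and 102 to 368 over time (highest without replicate 7), 42 to 71 selected, and a Rand index of 0.0978 to 0.707. For C, the mean was 0.652 to 0.793, the SD 0.00207 to 0.00276 and the CV 0.236 to 0.395. Mimic calls were 3 to 45 and 0 to 10, inhibitor calls 1 to 37 and 0 to 27 (lowest without batch 1), and 3' UTR shares 29 to 114 and 32 to 50.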

Differences from the paper's values

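Alternatives named here were set before the data were examined, except where it is said otherwise.

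The mean of C and the weight of cytoplasmic RNA, both 0.740 here, are higher in the paper, and the weight of nuclear RNA, 0.260 here, is lower there. No gene has C between 0.78 and 0.86 here. Over the 12 alternatives the mean was 0.619 to 1. The SD of C across genes is 0.02 in the paper and 0.00215 here. With the linear scale and equal weights per gene it is 0.0227 and within the paper's value, and with the other 11 alternatives it is not. The paper's mean and SD of C are for a subset of 3563 genes that lack no value. Those here are for 8173 genes with at least 10 counts in every library, so that the gene sets are unlike. All 12 alternatives differ in this number as well, with 6763 to 9098 genes. The paper groups 560 miRs, and 70 were selected here, without the paper's filter on predicted interactions. All 6 alternatives differ, with 31 to 846.

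The one-sided p for Acad8 with miR-433-3p is 8.1e-04 here (4.2e-04 to 0.100 over 13 alternatives), and for Eif4h with miR-467e-5p it is 1.3e-08 (1.1e-12 to 1.5e-04). Both differ from the p in the paper's text and from that in Fig 4C, which are unlike each other, and so do all the alternatives. The two-sided p for Acad8 from edgeR is 0.00162, near that in the paper's text, though the paper names a one-sided test for Fig 4C. For Eif4h with miR-152-3p the paper's p is 0.015 in the text and about 0.0098 in Fig 4C, read by eye, and 0.0522 here. All 13 of these alternatives differ from both (0.00186 to 0.514). The pair passes 0.05 with the batch as a block (0.0319), DESeq2 (0.0472), its size factors (0.0470), a count minimum in every library (0.0465), only the 2 groups compared (0.0409) and without batch 2 (0.00186). Without the second miR-1946b library, a setting chosen after the values were seen and in which the other pairs that the paper calls pass too, p is 0.0118 and near both. For Acad8 with miR-23b-5p the p is about 0.057 in Fig 4C, read by eye, and 0.108 here, and all 13 alternatives differ (0.0149 to 0.690).

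The combined p of the 13 mimic pairs is 2.4e-3 in the paper and 6.8e-09 here, and all 15 alternatives differ (2.3e-12 to 5.5e-04). By Fisher's method over 13 pairs, the 4 p-values that the paper's text prints allow a combined p of at most 1.8e-13, with every other pair at 1. Between scrambled and no treatment the paper lists 20 genes at an FDR of 0.10, and 0 passed here with edgeR (379 at an unadjusted p under 0.05, among them all 20 of the paper's). All 9 alternatives differ, with 0 to 4 genes, the 4 by DESeq2.

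The paper counts Eif4h with miR-152-3p among the pairs with a lowered target, and at a one-sided p of 0.05 it did not pass here, with a log2 fold change of -0.20. The paper has every known target other than Hmgb2 lowered, and all 6 were below scrambled here, of which Cdkn1b (-0.10) and Cdk8 (-0.11) did not pass.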

Other observations

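Tests on the pseudogenes and on the run 1 libraries at 36 h and 48 h were chosen after the result was seen, and the correlation with the seed effect was planned.

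In other gene groups of total RNA at 96 h against 0 h, some members changed. Of 8 genes of primed pluripotency 3 rose, among them Dnmt3a (log2 fold change 1.77), Sall2 (3.25) and Fgf15 (6.17), and none fell. Of 5 trophoblast genes 3 rose, with Krt7 at 5.13 and Gata3 at 3.20, and of 5 mesoderm genes Hand2 rose (4.14) and T, the Brachyury gene, fell (-5.28). Of 16 cholesterol genes 3 rose, with Insig1 at 2.52 and Sc5d at 1.66, and of 14 genes of the miRNA pathway 2 rose, Lin28b (4.20) and Lin28a (1.79), which block let-7 maturation. Of 8 snoRNA hosts 4 fell, with Gas5 at -0.88 and Snhg6 at -1.56, and of 7 heat shock genes Hspb1 (-3.09) and Hsp90aa1 (-1.60) fell. Of 8 genes of the integrated stress response Atf3 rose (4.17) and 2 fell, with Asns at -3.14, and of 7 interferon genes 2 rose and 3 fell, among them Oas1a (-5.48) and Ddx58 (-3.04). Of 9 nuclear-retained RNAs 1 rose.
None of 74 ribosomal protein genes passed in edgeR (67 fell with the run as a block; median -0.75, adjusted p of the set = 7.7e-04 with camera at a preset and 0.853 at an estimated correlation). Of 31 genes of oxidative phosphorylation 1 fell (15 with the block), and of 13 mitochondrially encoded mRNAs 0 changed (7 fell with the block). None of 9 p53 targets changed (1 rose and 2 fell with the block), nor any of 5 genes of 2-cell-like cells. Of the paper's 8 targets and control 0 changed, of its 7 known targets Hmgb2 fell (-0.91), of its 3 example genes 1 fell, and of its 20 genes answering to scrambled mimic 4 rose and 1 fell. Of the 11 transfected miRs tested, 3 rose and 5 fell over 96 h (4 and 6 when adjusted over the list alone), and the tested reporter miR did not pass.

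In the sorted XEN-like library Gata6 was at 546 CPM, against 130 in the ectoderm-like library, Pdgfra at 755 against 204, and Sox7 at 157 against 13.9. The ectoderm-like library held more Cd24a (642 against 21.1), Crabp1 (147 against 0.745) and Sox11 (61.4 against 2.35). Lamb1 was at 6441 in the XEN-like and 2046 in the ectoderm-like library, and at 5.25 in unsorted cells at 0 h. Fibroblast genes had a median log2 ratio of -3.70.

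The run 1 total RNA libraries at 36 h and 48 h may hold the same RNA. Their distance was 1.22 times the sampling noise, while 36 h and 48 h differed by at least 6.46 times in run 3 and in the cytoplasmic RNA of runs 5, 6 and 7, which argues against a lack of change between these times. The change from 0 h in either library correlated with run 3 by r = 0.742 and 0.743 at 36 h and 0.775 and 0.775 at 48 h, so that the time point is not decided. Both libraries' names carry the same index, from different lanes, while the other 9 single-end libraries, sorted ones included, carry an index of their own.

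Counts at pseudogenes made up 5.78% of cytoplasmic and 5.53% of nuclear counts, and 1.59% of paired-end total RNA. A candidate explanation is that reads of genes on chromosomes which the fraction counts do not list were counted at their pseudogenes. Pseudogenes with a parent on an unlisted chromosome had a median log2 ratio of cytoplasmic to total RNA higher by 4.23 than those with a listed one (permutation p = 1e-05, the smallest that these draws allow), with 34 of 50 and 1 of 48 over 8-fold. The nuclear share of 5.53% argues against transcripts held in the cytoplasm.

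Mimics that act more strongly through their own seed may lower their predicted targets more. Over 13 pairs the target's change correlated with the mimic's seed effect by Spearman's rho = 0.69 (permutation p = 0.0106, adjusted p = 0.0180) and r = 0.63 (permutation p = 0.0180), and without the 2 pairs farthest out by 0.61 and 0.62. Pairs that share a target or miR are not independent.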
